# *egr3* is a mechanosensitive transcription factor gene required for cardiac valve morphogenesis

**DOI:** 10.1126/sciadv.adl0633

**Published:** 2024-05-15

**Authors:** Agatha Ribeiro da Silva, Felix Gunawan, Giulia L. M. Boezio, Emilie Faure, Alexis Théron, Jean-François Avierinos, SoEun Lim, Shivam Govind Jha, Radhan Ramadass, Stefan Guenther, Mario Looso, Stéphane Zaffran, Thomas Juan, Didier Y. R. Stainier

## Abstract

Biomechanical forces, and their molecular transducers, including key mechanosensitive transcription factor genes, such as *KLF2*, are required for cardiac valve morphogenesis. However, *klf2* mutants fail to completely recapitulate the valveless phenotype observed under no-flow conditions. Here, we identify the transcription factor EGR3 as a conserved biomechanical force transducer critical for cardiac valve formation. We first show that *egr3* null zebrafish display a complete and highly penetrant loss of valve leaflets, leading to severe blood regurgitation. Using tissue-specific loss- and gain-of-function tools, we find that during cardiac valve formation, Egr3 functions cell-autonomously in endothelial cells, and identify one of its effectors, the nuclear receptor Nr4a2b. We further find that mechanical forces up-regulate *egr3*/*EGR3* expression in the developing zebrafish heart and in porcine valvular endothelial cells, as well as during human aortic valve remodeling. Altogether, these findings reveal that EGR3 is necessary to transduce the biomechanical cues required for zebrafish cardiac valve morphogenesis, and potentially for pathological aortic valve remodeling in humans.

## INTRODUCTION

Tissue morphogenesis is intrinsically linked to the mechanical forces that are required for the cellular and molecular processes defining cell fate (*1*–*4*). In this context, endothelial cells, which line the blood vessels throughout the body, are specialized according to the function and mechanical properties of the tissues they reside in as well as blood flow patterns (*5*–*8*). During heart development, the specialized endothelial cells lining the cardiac wall, known as endocardial cells (EdCs), invade the adjacent extracellular matrix (ECM) in the atrioventricular (AV) canal and outflow tract (OFT) in response to oscillatory shear stress (*9*–*11*). These migrating EdCs acquire mesenchymal characteristics, differentiate into valve interstitial cells (VICs), and proliferate to give rise to the valve leaflets (*11*–*21*), which are essential for cardiac function as they guarantee unidirectional blood flow.

Extensive work in vertebrates has shown that perturbation of mechanical forces in the heart severely affects valve formation (*10*, *22*–*25*). In particular, the zebrafish model allows for the observation and manipulation of intracardiac mechanical forces while imaging valve morphogenesis at single-cell resolution. For example, stopping cardiac contraction, and consequently blood flow, results in a valveless phenotype (*26*). Molecularly, the expression of several genes has been shown to be flow sensitive (*11*, *27*), and the classical endothelial flow-responsive transcription factor Klf2 has been described as the main mechanosensitive transcription factor required for cardiac valve formation (*9*, *10*, *12*, *16*, *18*, *28*–*31*). However, zebrafish *klf2a/b* double mutants only display a partially penetrant valveless phenotype (*12*, *29*, *32*), indicating that other transcription factors play critical roles in transducing the mechanical signals that promote valvulogenesis.

Here, we show that the transcription factor Early growth response 3 (Egr3) is a critical transducer of mechanical signaling during cardiac valve morphogenesis in zebrafish. We first show that loss of *egr3* causes a complete and highly penetrant lack of cardiac valves. Data from loss- and gain-of-function experiments indicate that mechanical forces activate the expression of *egr3* in a subset of EdCs, thereby inducing their migration toward the adjacent ECM. Using transcriptomic analyses followed by functional investigation, we also show that the nuclear receptor Nr4a2b is a target and effector of Egr3 during cardiac valve formation. Furthermore, we show that mechanical forces up-regulate *EGR3* expression in porcine valvular endothelial cells (VECs) and that *EGR3* and its target/effector *NR4A2* may be involved in human cardiac valve remodeling upon ectopic biomechanical overload.

## RESULTS

### Egr3 is a critical regulator of cardiac valve formation

Seeking to identify additional transcription factors required for cardiac valve formation in zebrafish, we first determined and explored the transcriptional landscape of EdCs at the time when key morphogenetic events underlying valve development take place. Thus, we isolated wild-type zebrafish hearts at 50 hours postfertilization (hpf) when valve identity has just been established, and at 80 hpf when forming valves are first observed (Fig. 1A) (*12*–*14*, *33*). We carried out single-cell RNA sequencing (scRNA-seq) of whole hearts and obtained 1310 and 2194 EdCs at 50 and 80 hpf, respectively (Fig. 1B). The valve population was clearly identified at both time points by the expression of valve endocardium specific genes such as *has2* (*34*) and *alcama* (*33*) (fig. S1A). Differential expression analysis between valve and nonvalve EdCs revealed *early growth response 3* (*egr3*) in the top 30 most enriched genes in the valve cluster and the only one encoding a DNA binding protein with transcription factor activity (Fig. 1C). Notably, *egr3* expression appears more enriched in the valve EdCs when compared with other established valve transcription factor genes (*16*, *18*, *23*, *35*), including *klf2a/b* (*29*) and *nfatc1* (*14*) (fig. S1, B and C). We further analyzed *egr3* expression by in situ hybridization and observed a similarly restricted mRNA localization in the AV canal (fig. S1D). Two other Egr family members have been implicated in cardiac valve development. In mouse, loss of *Egr2* (*Krox20*) results in aortic valve defects and regurgitation (*36*, *37*), while in zebrafish and humans, *egr1*/*EGR1* has been shown to be expressed in cardiac valves (*38*, *39*) and this expression requires mechanical forces (*38*, *40*). We observed *egr1* expression mostly at 80 hpf and in most EdCs (fig. S1, B and C), and neither *egr2a/b* nor *egr4* was detectable in our dataset (fig. S1, B and C). Although the expression pattern and potential role of Egr3 in heart development have not been investigated yet, analyses of human and mouse heart scRNA-seq datasets (*41*, *42*) reveal that *EGR3*/*Egr3* is expressed in cardiac valve endocardium and AV mesenchyme (fig. S2, A and B). Sequence alignment shows that the Egr1 to Egr4 DNA binding domains are highly conserved (fig. S2, C and D), indicating the potential existence of common targets.

**Fig. 1.**
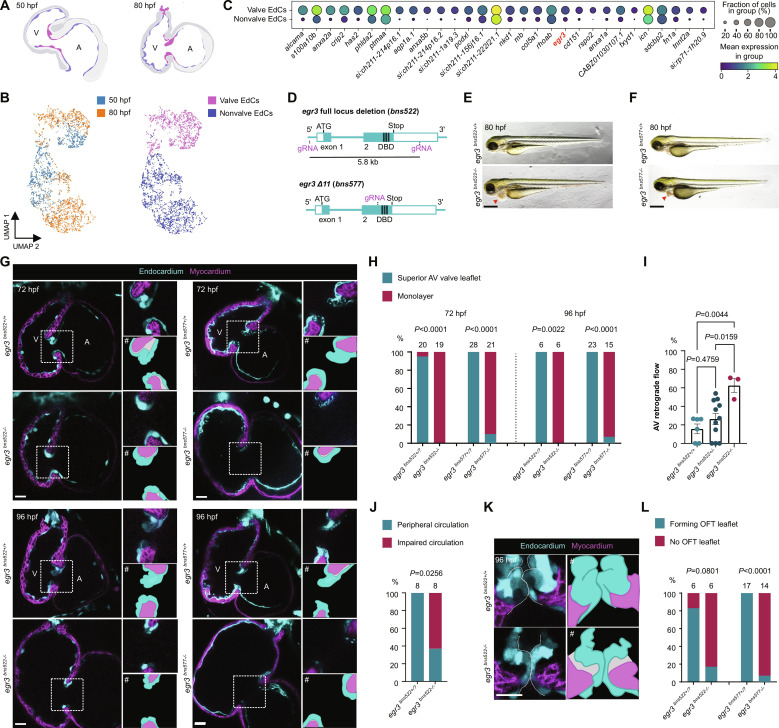
Egr3 is required for cardiac valve formation. (**A**) Schematic of hearts isolated for scRNA-seq; valve EdCs (magenta), nonvalve EdCs (blue). (**B**) scRNA-seq of EdCs from 50 and 80 hpf dissected zebrafish hearts. (**C**) Dot plot of 30 most differentially expressed genes in valve compared with nonvalve EdCs. (**D**) Schematic of generation of *egr3* full locus deletion (*bns522*) and Δ11 (*bns577*) alleles. (**E** and **F**) Brightfield images of *egr3*^+/+^ and *egr3*^−/−^ sibling larvae at 80 hpf; red arrowheads point to pericardial edema. (**G**) Confocal images of representative hearts from 72 and 96 hpf *egr3*^+/+^ and *egr3*^−/−^ sibling larvae. (**H**) Percentage of *egr3*^+/+^ and *egr3*^−/−^ sibling larvae with a superior valve leaflet and without a superior valve leaflet (i.e., endocardial monolayer) at 72 and 96 hpf; seven and four independent experiments, respectively. (**I**) AV retrograde blood flow shown as a fraction of three cardiac cycles; *n* = 6, 11, and 3; one experiment; mean ± SEM, one-way ANOVA followed by Tukey’s post hoc test. (**J**) Peripheral circulation in the caudal vein plexus at 80 hpf, one experiment. (**K**) Confocal images of representative OFT valves from 96 hpf *egr3*^+/+^ and *egr3*^−/−^ sibling larvae. (**L**) Percentage of *egr3*^+/+^ and *egr3*^−/−^ sibling larvae with and without forming OFT leaflets at 96 hpf; four independent experiments. (G and K) EdCs are marked by *Tg(kdrl:*eGFP*)* expression (cyan), and myocardial cells by *Tg(myl7:*BFP-CAAX*)* expression (magenta). # indicates illustrative vectorized cartoons of the valves. (H), (J), and (L) Fisher’s exact test. AV, atrioventricular; V, ventricle; A, atrium; OFT, OFT; DBD, DNA binding domain; EdC, EdC. Scale bars, 400 μm [(E) and (F)] and 20 μm [(G) and (K)].

Given the strong and early enrichment of *egr3* in the valve endocardium, we investigated its role in valvulogenesis by generating two mutant alleles using the CRISPR-Cas9 system, a 5.8-kb full locus deletion (*bns522*) (i.e., a null allele), and an 11–base pair (bp) deletion (Δ11) (*bns577*), resulting in a premature termination codon that is predicted to disrupt the DNA binding domain (Fig. 1D and fig. S1, E and F)*.* During early development, the valveless embryonic heart achieves unidirectional blood flow in part because of localized contraction waves and a simple vascular network (*43*) whose capacitance provides pressure storage and diminishes cardiac efforts (*44*). By 72 hpf, the AV EdCs have folded into a functional prevalvular structure capable of reducing retrograde blood flow and therefore supporting cardiac output (*10*, *14*, *15*). *egr3* mutants, of both alleles, are indistinguishable from their wild-type siblings until 72 hpf when they start to exhibit noticeable pericardial edema (Fig. 1, E and F). In contrast to their wild-type siblings, *egr3* mutants fail to form AV valve leaflets as their EdCs remain as a monolayer in a fully penetrant fashion in the null allele (19/19) and a nearly fully penetrant fashion in the Δ11 allele (19/21) (Fig. 1, G and H, and fig. S1, G and H). This complete lack of AV valves results in severe retrograde blood flow (Fig. 1I and movies S1 and S2) and leads to heart failure and impaired peripheral circulation (Fig. 1J and movies S3 and S4); *egr3* mutants no longer display cardiac output by 96 hpf (movies S1 to S4). Despite this impaired circulation, cardiac contraction and heart rate are not obviously affected in *egr3* mutants (movies S1 and S2). In 96 hpf wild-type larvae, the AV valves are more mature and elongated and the forming OFT valve leaflets are also present (*14*, *16*, *45*). At this stage, the AV EdCs in *egr3* mutants still remain as a monolayer (Fig. 1, G and H, and fig. S1, G and H) and, similarly, the forming OFT valves also fail to develop (Fig. 1, K and L, and fig. S1I). Together, these data show that Egr3 is essential for cardiac valve formation in zebrafish.

### Endothelial cell–specific deletion of *egr3* results in a lack of AV valves

To more precisely assess *egr3* expression in the developing heart, we generated a Gal4 knock-in reporter line [*Pt(egr3:Gal4-VP16*)], hereafter referred to as *egr3:Gal4* (*bns576*), by targeting exon 2 using the CRISPR-Cas9 system, thereby disrupting the zinc-finger DNA binding domain (Fig. 2A). Consequently, the *egr3:Gal4* line has endogenous *egr3* reporter activity and is also an *egr3* mutant allele (fig. S3B). *egr3* reporter^+^ embryos display a strong expression in the olfactory bulb as well as in specific structures of the central and peripheral nervous systems (fig. S3A). *egr3* reporter expression is also evident in the presumptive AV canal starting at 34 hpf (fig. S3A), mostly in the AV endocardium, but also in the AV myocardium (Fig. 2B). Moreover, *egr3* reporter expression is observed in the OFT endocardium starting at 72 hpf (Fig. 2B), coinciding with the onset of OFT valve morphogenesis (*16*). Notably, most *egr3* reporter–expressing EdCs were observed in, or near, the AV canal or OFT.

**Fig. 2.**
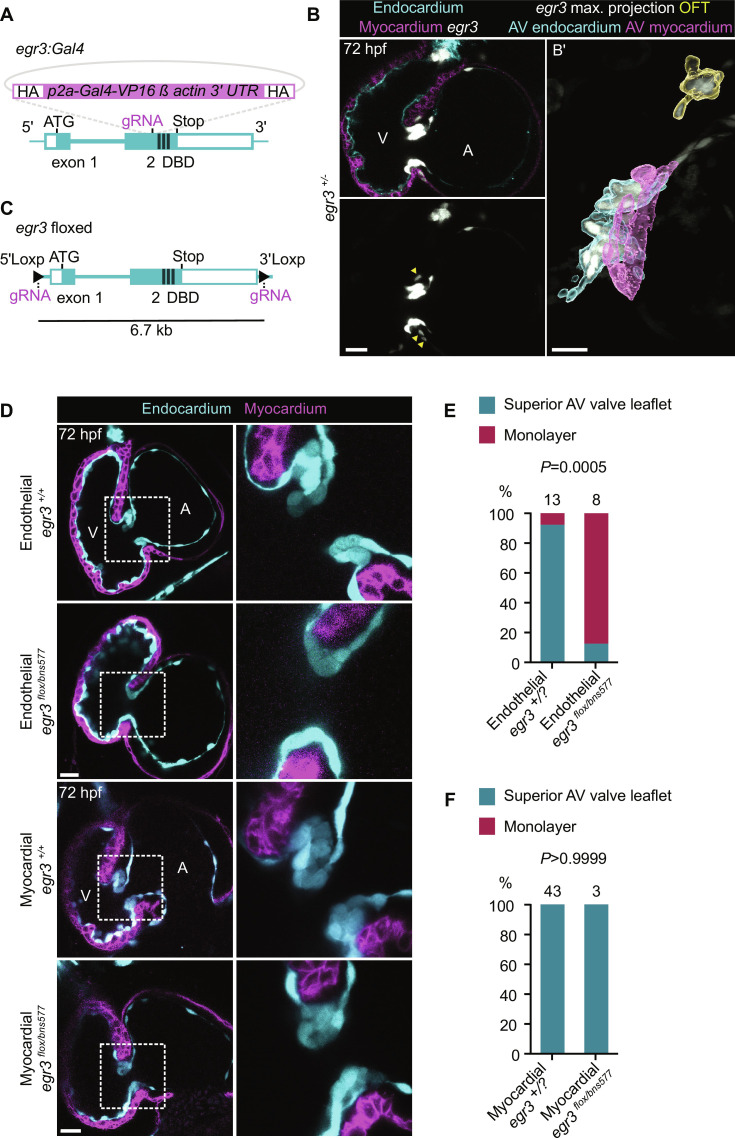
Endothelial-specific deletion of *egr3* recapitulates the global mutant phenotype. (**A**) Schematic of the knock-in reporter [*Pt(egr3:Gal4-VP16*)] generated by inserting *Gal4-VP16* in exon 2 of *egr3*. (**B**) *Pt(egr3:*Gal4-VP16); *Tg(UAS:*eGFP) expression (gray) at 72 hpf; EdCs are marked by *Tg(kdrl:*Hsa.HRAS-mCherry) expression (cyan) and myocardial cells by *Tg(myl7:*BFP-CAAX*)* expression (magenta); yellow arrowheads point to AV canal *egr3* reporter^+^ cardiomyocytes. (**B′**) Maximum projection of *Pt(egr3:*Gal4-VP16); *Tg(UAS:*eGFP) expression with image segmentation of *egr3* reporter*^+^* AV canal EdCs (cyan), *egr3* reporter*^+^* AV canal myocardial cells (magenta), and *egr3* reporter*^+^* OFT cells (yellow). (**C**) Schematic of *egr3* floxed allele *Pt(egr3:loxP-egr3-loxP)*. (**D**) Confocal images of representative hearts from 72 hpf *egr3*^+/+^, endothelial cell–specific *egr3*^−/−^, and myocardial cell–specific *egr3*^−/−^ larvae using the *egr3* floxed allele line. (**E** and **F**) Percentage of 72 hpf *egr3*^+/?^, endothelial cell–specific *egr3*^−/−^ (E), and myocardial cell–specific *egr3*^−/−^ (F) larvae with a superior valve leaflet and without a superior valve leaflet (i.e., endocardial monolayer); one and two independent experiments, respectively; Fisher’s exact test. Scale bars, 20 μm.

Considering that both endocardial and myocardial cells in the AV canal express *egr3* based on the *egr3:*Gal4 reporter expression, we sought to determine whether *egr3* deletion in one of these cell types was sufficient to recapitulate the *egr3* mutant phenotype. Thus, we used the CRISPR-Cas9 system to generate a sequential *loxP* site knock-in in the *egr3* locus, specifically 440 bp upstream of the transcription start site and 1.9 kb downstream of the stop codon (Fig. 2C). Injection of *Cre* mRNA into embryos from *egr3 ^flox/+^* zebrafish crossed with *egr3^+/−^* zebrafish resulted in 72 hpf larvae displaying pericardial edema and no valve leaflets, correlating with the recombination of the *egr3* floxed allele (fig. S3, D to F). No phenotype was observed in the uninjected larvae, indicating that the *egr3* floxed allele is functional. When crossing *egr3 ^flox/+^* zebrafish with *egr3^+/−^* zebrafish carrying an endothelial Cre driver *(kdrl:Cre)*, we observed that deleting *egr3* in endothelial cells was sufficient to recapitulate the global *egr3* mutant phenotype, thereby resulting in the complete lack of AV valve leaflets (fig. S3G and Fig. 2, D and E). Moreover, when crossing *egr3 ^flox/+^* zebrafish with *egr3^+/−^* zebrafish carrying a myocardial Cre driver (*myl7:Cre*), we observed that deleting *egr3* in myocardial cells led to no noticeable differences with their control siblings including in their valve leaflets (fig. S3H and Fig. 2, D to F). Collectively, these data show that *egr3* functions in the endothelium to drive AV valve formation.

### *egr3* directs AV canal EdC migration through its target Nr4a2b

To gain more insight into the cellular and molecular causes leading to the absence of the AV valve in *egr3* mutants, we analyzed *egr3^+/?^* and *egr3^−/−^* sibling embryos at 48 hpf, a time when they cannot be visually distinguished from each other. At this stage, the AV canal is already morphologically and molecularly distinct from the atrial and ventricular chambers (*33*). Tissue convergence and a decrease in AV canal EdC size are important morphogenetic steps that precede AV valve formation (*46*, *47*). Thus, to evaluate possible morphological differences in the endocardium leading to the *egr3* mutant phenotype, we analyzed EdC volume in each cardiac region (fig. S4, A and B). Consistent with published data (*47*), AV canal EdCs had a smaller volume when compared with ventricular and atrial EdCs (fig. S4C). Notably, there were no differences in EdC cell number or volume in any cardiac region between *egr3* mutants and their *egr3^+/?^* siblings (fig. S4, C and D) such that *egr3* mutant EdCs were observed in expected numbers and underwent the cell shape changes typically observed during early AV valve morphogenesis.

To identify the molecular causes of the *egr3* mutant phenotype, we performed bulk RNA-seq analysis of 48 hpf *egr3^+/+^* and *egr3^−/−^* dissected hearts (Fig. 3A). 

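The mutant samples carried the *bns577* allele, an 11-bp deletion in *egr3*, on both chromosomes, and were compared with wild-type siblings sorted by live genotyping at 36 hpf. There were 2 samples per genotype, each a pool of 20 hearts. Bulk RNA-seq reads the mRNA of all cells of a pool together, so a value averages over myocardium, endocardium and any other tissue left on the dissected hearts. The paper's Data S2 lists 55045571 and 49279465 raw reads for wild-type replicates 1 and 2, and 54545950 and 48483287 for mutant replicates 1 and 2. In the same sheet, 97% of the reads of both replicate 1 libraries aligned, against 70% for wild-type replicate 2 and 77% for mutant replicate 2. Reads mapping to several places, duplicate reads, and mitochondrial and ribosomal RNA reads were removed by the authors. The reads then assigned to genes numbered 9764457 and 8541210 in the wild types and 10226041 and 9122781 in the mutants. For 19661 genes, the authors deposited counts normalized with DESeq2 and rounded to whole numbers, with totals of 9254724 and 9481943 in wild-type replicates 1 and 2 and 9161759 and 9313756 in mutant replicates 1 and 2. Data S2 assigns to wild-type replicate 2 a library with a mutant name, and to mutant replicate 2 a library with a wild-type name; the genotypes used here are those of the sample labels and of the sample IDs in that file.

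*egr3* itself (ENSDARG00000089156) lies on chromosome 8 from 50727220 to 50733508 in the coordinates of the deposited annotation. Its normalized counts were 528 and 537 in the wild types and 873 and 889 in the mutants, so the counts were higher in both mutant pools. The log2 fold change was 0.73 (standard error 0.05, adjusted p = 0.122 from limma with Benjamini-Hochberg adjustment). Genes within 10 Mb of *egr3* on chromosome 8 also differed between the genotypes more often than genes elsewhere, with an unadjusted limma p under 0.05 for 70 of 167 neighboring genes and for 3550 of 16769 genes on other chromosomes.

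Differences between genotypes were tested with limma, a linear model with moderated variances, on log2(normalized count + 1), because the deposited values are no longer whole reads. The test covered the 17501 genes with a mean of at least 5 normalized counts over the 4 libraries. Fold changes on this scale understate the change of genes with low counts. Deviations from the genotype means were opposite in same-numbered replicates, with a correlation across genes of -0.99, and parallel in wild-type replicate 1 and mutant replicate 2, with a correlation of 0.99; genes are not independent replicates. In the 4824 genes with a mean from 10 to 100 and no value under 3, the difference between replicate numbers, with both genotypes averaged, had an SD of 0.02 on the log2 scale, against 0.31 expected from counting reads alone. The deposited values thus contain 1 independent measure of the spread between replicates per gene, whereas a fit without a block counts 2. Results are therefore given both without a block and with the replicate number as a block, which leaves 1 residual degree of freedom per gene.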

One hundred fifty-four genes were differentially expressed between *egr3* wild-type and mutant sibling embryos. 

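Among the 17501 genes tested, 1 gene had an adjusted p under 0.05 in limma without a block, and it was also changed at least 1.5-fold. This gene was *he1.1*, a hatching enzyme gene on chromosome 22 (14093306 to 14094746). Its normalized counts were 987 and 1063 in the wild types and 17 and 16 in the mutants, a log2 fold change of -5.87 (standard error 0.10, adjusted p = 0.0281 from limma with Benjamini-Hochberg adjustment). Before adjustment, 3772 genes (21.6%) had p under 0.05, 1885 higher and 1887 lower in mutants. With the replicate number as a block, no gene passed the adjusted threshold, the lowest adjusted p was 0.347, and 858 genes (4.9%) had p under 0.05 before adjustment. In simulated values from which the difference between replicate numbers had been subtracted, the same block recovered 0 of 200 genes changed 4-fold, and this limit applies wherever the block is used for this experiment. The alternative that moved the count most was the crossed replicate block, in which wild-type replicate 1 is paired with mutant replicate 2; it gave 12169 genes, and the residual spread it leaves is the difference between replicate numbers, which is below counting error.

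Among genes with higher counts in mutants, none passed the adjusted threshold in limma without a block. The 5 with the lowest p were *mknk2b*, *kcnn4*, *egln2*, *foxl1* and *LO018188.1*, each with an adjusted p of 0.122 from that test. The largest change among them was in *foxl1* on chromosome 18, with 9 and 10 normalized counts in the wild types and 91 and 80 in the mutants (log2 fold change 3.04, standard error 0.17). In *mknk2b*, on chromosome 8 like *egr3*, the log2 fold change was 0.75 (standard error 0.04). *kcnn4* changed by 1.63 on the log2 scale (standard error 0.09) and *egln2* by 0.81 (standard error 0.04). *LO018188.1* had 206 and 204 normalized counts in the wild types and 433 and 451 in the mutants.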

Notably, important valve regulators such as *klf2a/b*, *notch1b*, *dll4*, *nfatc1,* or *wnt9a/b* did not appear to be differentially expressed in *egr3* mutants (fig. S5A). 

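None of these 7 genes had an adjusted p under 0.05 over all genes tested, either without a block or with the replicate number as a block. Their adjusted p ranged from 0.15 to 0.635 in limma without a block, and the lowest was 0.841 with it. When the adjustment was made over the 7 genes alone, 3 passed without the block and none with it. Before adjustment, 5 had p under 0.05 in limma without the block and 2 with it. *klf2a* had 3049 ± 15.6 normalized counts in wild types and 2832 ± 84.1 in mutants (SD, n = 2 each), a log2 fold change of -0.11. For *klf2b*, the counts were 3101 ± 90.5 and 3204 ± 172 (SD, n = 2), and the difference was smaller than the spread between the mutant replicates. *nfatc1* rose from 1596 ± 67.2 to 1848 ± 33.2 (SD, n = 2; log2 fold change 0.21), and *notch1b* from 232 ± 16.3 to 294 ± 27.6 (SD, n = 2; log2 fold change 0.33). *dll4* had 798 and 607 normalized counts in the wild types and 788 and 1072 in the mutants, so the genotypes overlapped. The changes were largest in the Wnt genes. *wnt9a*, which had low counts in all libraries, had 11 normalized counts in both wild types and 5 in both mutants (adjusted p = 0.17 from limma). Counts of *wnt9b* were 316 and 261 in the wild types and 418 and 523 in the mutants, a log2 fold change of 0.70 (standard error 0.17, adjusted p = 0.162 from limma). With the replicate block, the standard errors of these changes in *wnt9a* and *wnt9b* were 0.77 and 0.22.

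**Figure D1:**
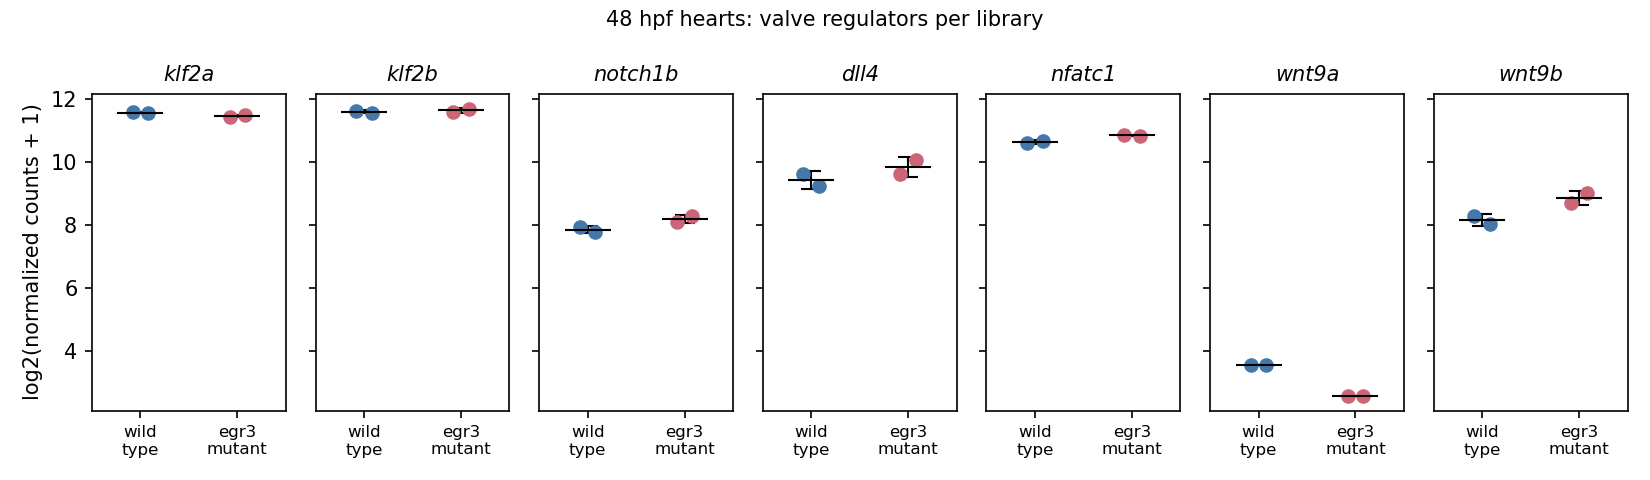
Expression of the 7 valve regulators in each library, as log2(normalized counts + 1), in wild types (blue) and *egr3* mutants (red); horizontal bars are means and error bars are SDs of 2 libraries. Expression of *klf2a* and *klf2b* is nearly level between genotypes, whereas *wnt9a* is lower and *wnt9b* higher in both mutants.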

Using in situ hybridization for *egr1*, *has2*, *hey2, klf2a*, *klf4*, *piezo2a*, and immunostaining for Alcama, we observed that the patterning of the AV canal was obviously not affected in *egr3* mutants (fig. S5, B and C), altogether suggesting that lack of *egr3* leads to the absence of the AV valve despite apparently unaffected expression of established cardiac valve markers and regulators. 

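Normalized counts of *nr4a2b*, *spp1* and *nrg1* were lower in both mutant pools than in both wild-type pools. *nr4a2b* (ENSDARG00000044532; chromosome 6, 12462079 to 12466550) had 47 and 43 normalized counts in the wild types and was listed at 0 in both mutants. On the log2(normalized count + 1) scale its fold change was -5.52 (standard error 0.29, adjusted p = 0.122 from limma without a block), a value set by the added constant because the mutants were listed at 0. *spp1* (ENSDARG00000044276; chromosome 10, 15120711 to 15128771) fell from 744 ± 6.36 normalized counts in wild types to 161 ± 2.83 in mutants (SD, n = 2 each), with a log2 fold change of -2.20 (standard error 0.06, adjusted p = 0.0774 from limma without a block). *nrg1* (chromosome 10, 7284121 to 7472359) fell from 198 ± 31.8 to 49.5 ± 6.36 (SD, n = 2), with a log2 fold change of -1.98 (standard error 0.18, adjusted p = 0.126 from the same limma test). None of these genes lies on chromosome 8 with *egr3*.

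Every difference was several times the spread between replicates in the deposited values. That spread cannot be taken as the spread of independent pools, since these values hold almost no difference between replicate numbers. For *nr4a2b*, the mutant spread was 0 only because both mutants were listed at 0. With 2 samples per genotype, the adjusted p-values depended on how the spread was modeled. With the replicate number as a block, the standard errors were 0.86 for *nr4a2b*, 0.16 for *spp1* and 0.30 for *nrg1*, and the adjusted p-values from limma were 0.841, 0.729 and 0.841. Without the trend of variance with expression, *nr4a2b* and *spp1* passed the threshold in limma (adjusted p = 0.0188 and 0.0451), and *spp1* also passed when only genes with a mean of at least 20 were tested (adjusted p = 0.0316 from limma). The paired log2 differences between mutant and wild type for *spp1* were -2.21 and -2.19 for replicates 1 and 2. With the numbers crossed, they were -2.18 for mutant replicate 2 against wild-type replicate 1 and -2.23 for mutant replicate 1 against wild-type replicate 2. For *nrg1*, the same-numbered differences were -1.69 and -2.27, and the crossed ones were -1.94 and -2.01. The crossed differences lie close together because the deposited values hold almost no difference between replicate numbers, so their closeness does not show agreement between replicates. In *dll4*, where the genotypes overlapped, they were 0.43 and 0.38, against same-numbered differences of -0.02 and 0.82.

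**Figure D2:**
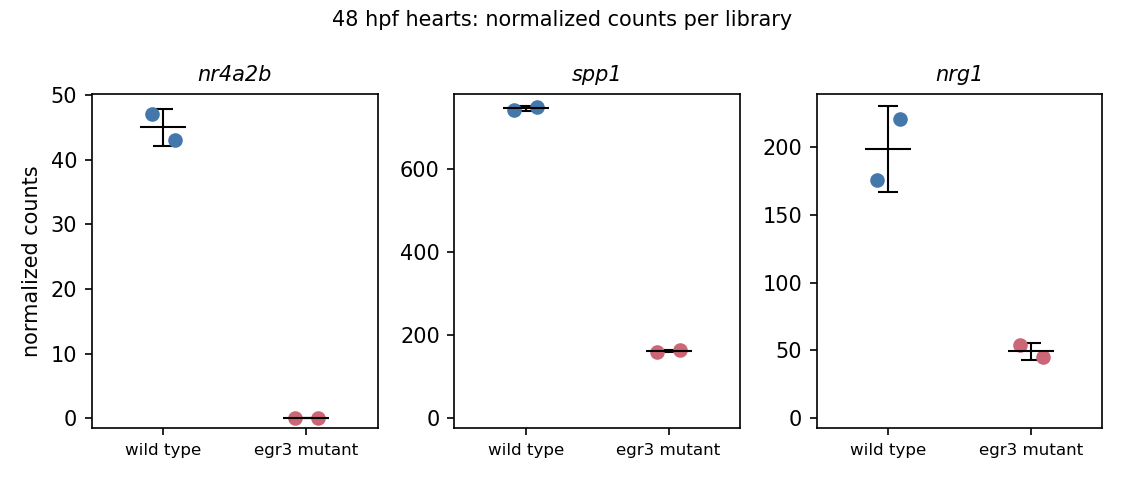
Normalized counts of *nr4a2b*, *spp1* and *nrg1* in each library of wild-type (blue) and *egr3* mutant (red) 48 hpf hearts, on linear axes that differ between genes; horizontal bars are means and error bars are SDs of 2 libraries. Both mutant libraries lie below both wild-type libraries for each gene, at 0 for *nr4a2b*.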

We further screened our dataset for differentially expressed genes with cardiac valve expression and found that *nr4a2b, spp1*, and *nrg1* were significantly down-regulated in *egr3* mutants (Fig. 3A). Nr4a2/Nurr1 is a nuclear receptor with transcription factor activity (*48*), and *nr4a2b* exhibits cardiac valve expression according to our scRNA-seq data (Fig. 3B), while *spp1*/*osteopontin* and *nrg1* are expressed by valve EdCs (Fig. 3, B and C) (*49*, *50*). Our observations that *nr4a2b* and *spp1* are down-regulated in *egr3* mutants agree with published reports in mammals showing that EGR3 is upstream of *Nr4a2* (*51*) and that NR4A2 activates *SPP1* expression by binding to its promoter (*52*). Moreover, EGR3 (*53*, *54*), NR4A2 (*55*), and SPP1 (*56*, *57*) promote endothelial cell migration downstream of vascular endothelial growth factor (VEGF), supporting the model that Egr3 is necessary for EdC migration during valvulogenesis.

**Fig. 3.**
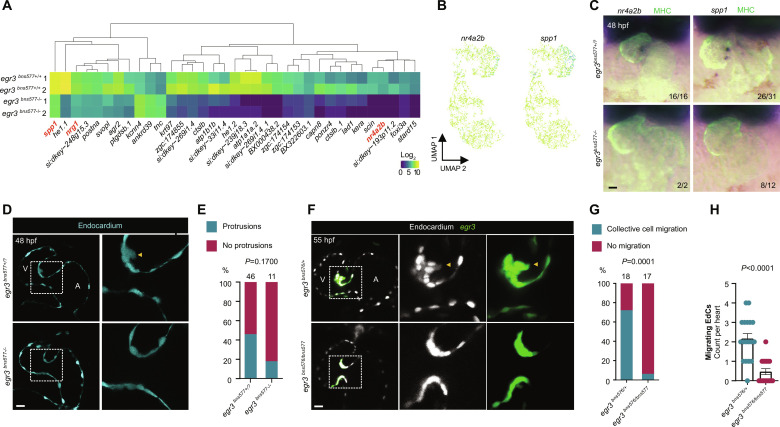
*egr3* is necessary for EdC migration, which is required for cardiac valve formation. (**A**) RNA-seq heatmap analysis of differentially expressed genes; fold change ± 1.5, *P*_adj_ < 0.05, mean > 5. (**B**) scRNA-seq endocardial expression pattern of Egr3 targets *nr4a2b* and *spp1*. (**C**) In situ hybridization for Egr3 targets *nr4a2b* and *spp1* in *egr3*^+/+^ and *egr3*^−/−^ siblings at 48 hpf. (**D**) Confocal images of representative hearts from 48 hpf *egr3*^+/?^ and *egr3*^−/−^ sibling embryos displaying, respectively, AV EdC protrusions toward the ECM and no protrusions; EdCs are marked by *Tg(kdrl:*eGFP*)* expression (cyan). (**E**) Percentage of hearts from 48 hpf *egr3*^+/?^ and *egr3*^−/−^ sibling embryos displaying AV EdC protrusions toward the ECM; three independent experiments. (**F**) Confocal images of representative hearts from 55 hpf *egr3*^+/−^ and *egr3*^−/−^ sibling embryos displaying, respectively, collective AV EdC migration and no migration; EdCs are marked by *Tg(kdrl:*NLS-mCherry*)* expression (gray) and AV EdCs by *Pt(egr3:*Gal4-VP16);*Tg(UAS*:eGFP) expression (green). (**G**) Percentage of hearts from 55 hpf *egr3*^+/−^ and *egr3*^−/−^ sibling embryos displaying AV EdC migration; three independent experiments. (**H**) Number of migrating AV EdCs per heart in 55 hpf *egr3*^+/−^ and *egr3*^−/−^ sibling embryos; *n* = 18 and 17 embryos; three independent experiments. Student’s *t* test, mean ± SEM. (E) and (G) Fisher’s exact test. Scale bars, 20 μm.

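The heatmap of Fig. 3A shows 35 genes, all of which were found in the deposited table and tested. Counts of 32 were lower and of 3 higher in both mutants than in both wild types; the genes with higher counts were *kcnn4*, *tnc* and *ankrd39*. Their log2 fold changes ranged from -8.32 for *si:dkey-239j18.3* to 2.31 for *tnc*. Before adjustment, all 35 had p under 0.05 in limma both without a block and with the replicate number as a block. After adjustment over all genes tested, 1 passed without the block and none with it, and adjusted p ranged from 0.0281 to 0.212 in limma without the block. Adjusted over the 35 genes alone, which the authors had already selected on these data, all 35 passed in both fits. In 23 of the 35 genes, both mutants had fewer than 10 normalized counts, and in 6 of them both mutants were listed at 0. In 11 of the 35, the value of wild-type replicate 2 was more than 2 times that of wild-type replicate 1 (with 1 added to each), and in 10 of these 11 mutant replicate 1 lay above mutant replicate 2, the mirrored direction. Examples are *atp1b1b* (77 and 633 normalized counts in wild-type replicates 1 and 2, 8 and 1 in mutant replicates 1 and 2) and *krt97* (137 and 314, 16 and 7). The mirroring was not particular to Fig. 3A, because same-numbered deviations had a correlation of -0.99 over all genes tested. In the exception, *si:dkey-193p11.2*, both mutants were listed at 0. On chromosome 12, 9 of the 35 genes, including both copies of *ctslb* and of *si:dkey-269i1.4*, lie within 0.396 Mb (16555603 to 16951851), and all 9 were lower in mutants. *ankrd39* lies 0.84 Mb from *egr3*.

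The paper relates the lower expression of *nr4a2b* and *spp1* in mutants to published work in mammals, in which EGR3 lies upstream of *Nr4a2* and NR4A2 activates *SPP1*, and the legend of Fig. 3 names both genes as Egr3 targets. The paper's evidence also includes in situ hybridization for both genes in wild-type and mutant siblings (Fig. 3C). For *nr4a2b*, it reports that overexpression in mutants partly rescued EdC migration (Fig. 4, F and G).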

To test whether deficient cellular migration could be the cause of the *egr3* mutant phenotype, we evaluated EdC migration in the initial steps of AV valve morphogenesis. From 48 hpf onward, the AV canal EdCs start to extend protrusions into the adjacent ECM and, within a few hours, two to four AV canal EdCs collectively migrate in a ventricle to atrium direction (Fig. 3D) (*13*, *14*). *egr3* mutants exhibit a twofold reduction in the number of AV canal EdC protrusions toward the ECM (Fig. 3E), although this reduction was not significant. Strikingly, the subsequent collective EdC migration is severely affected, as only 6% (*n* = 1/17) of the mutant embryos engaged in EdC migration compared with 72% (*n* = 13/18) of their heterozygous siblings at 55 hpf (Fig. 3, F and G). Between two to four migrating EdCs were observed in these heterozygous hearts, while zero to two migrating EdC was generally observed in these *egr3* mutant hearts (Fig. 3H).

To investigate whether Egr3 is sufficient to induce EdC migration into the ECM, we generated a stable *egr3* overexpression line, *Tg(5XUAS:egr3-p2a-dTomato)*, hereafter referred to as “*egr3* OE.” To induce ectopic *egr3* overexpression in the endothelium, we crossed *egr3* OE zebrafish with the endothelial *fli1a:Gal4* driver, *Tg(fli1a:Gal4FF). egr3*-overexpressing cells were clearly distinguished by dTomato fluorescence (Fig. 4A). In control hearts, VICs were present in the ECM of the AV canal, but not in the ECM of the ventricle or atrium (Fig. 4, B and C). However, in *egr3* OE hearts, not only was there more than a 2.5-fold increase in VIC number in the ECM of the AV canal (Fig. 4, B and C), but dTomato^+^ EdCs were also present in the ventricular and atrial ECM, adjacent to the endocardial monolayer (Fig. 4, A to C). To better characterize the increased ECM invasion by EdCs in *egr3* OE hearts, we assessed the expression of the endocardial valve marker Alcama (*33*). Notably, *egr3* overexpression in the endothelium was sufficient to induce ectopic Alcama expression in ventricular and atrial EdCs (Fig. 4, D and E), as well as a significant increase of Alcama-expressing EdCs in the AV canal (Fig. 4E). Next, we tested whether overexpressing the Egr3 target, Nr4a2b, would be sufficient to rescue AV canal EdC migration in *egr3* mutants. Thus, we generated a stable UAS-driven *nr4a2b* overexpression line, *Tg(5XUAS:nr4a2b-p2a-dTomato*), hereafter referred to as “*nr4a2b* OE,” and used it in the background of the *egr3 bns577* mutant allele and *egr3:Gal4^+/−^*. The resulting transheterozygous progeny fail to produce a functional Egr3 protein and overexpress *nr4a2b* in *egr3:*Gal4^+^ cells. Transheterozygous larvae displayed the expected *egr3* mutant phenotype at 72 hpf (Fig. 4F and fig. S3B). *egr3* transheterozygous larvae overexpressing *nr4a2b* in their AV canal endocardium displayed a significant increase in the number of VICs in the AV canal ECM, indicating a partial rescue of EdC migration (Fig. 4, F and G). Not all VICs in *nr4a2b* OE hearts were dTomato*^+^*, indicating that Nr4a2b may also act in a cell nonautonomous fashion in this process. As previously reported for *klf2a* overexpression in the AV canal, using an *nfatc:Gal4* line (*15*), we found that *nr4a2b* has an inhibitory effect on valve formation in *egr3*^+/−^ larvae (fig. S5, D and E), suggesting that *nr4a2b* expression needs to be tightly regulated during valvulogenesis. Collectively, these data indicate that the absence of cardiac valves in *egr3* mutants is a result of failed EdC migration into the adjacent ECM and that Egr3 is sufficient to induce endocardial Alcama expression and migration; they also suggest that Egr3 promotes AV canal EdC migration through its target Nr4a2b.

**Fig. 4.**
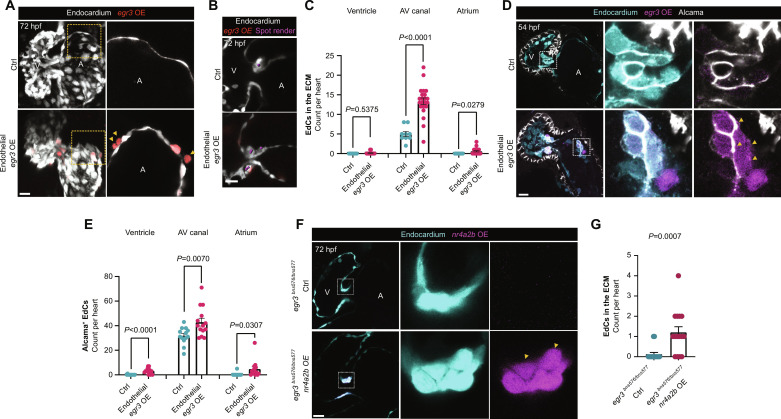
*egr3* triggers EdC migration and Alcama expression. (**A**) 3D reconstruction of representative hearts from control [*Tg(fli1a:Gal4);Tg(UAS:Kaede)*] and endothelial-specific *egr3*-overexpressing [*Tg(fli1a:Gal4);Tg(UAS:Kaede);Tg(UAS:egr3-p2a-dTomato)*] 72 hpf larvae; magnified regions show single *z* planes of the atrium from control and endothelial-specific *egr3*-overexpressing 72 hpf larvae; yellow arrowheads point to *Tg(UAS:*egr3-p2a-dTomato*)*^+^ atrial EdCs in the adjacent ECM. (**B**) Confocal images of representative AV VIC quantification through the spot render function in Imaris; VICs (magenta spots). (**C**) Quantification of EdCs present in the ECM per cardiac region in 72 hpf endothelial-specific *egr3*-overexpressing larvae; *n* = 9 control and 22 *egr3 OE* larvae, *n* = 0 and 0.14 EdCs (ventricle), *n* = 5 and 13.36 EdCs (AV canal), *n* = 0 and 0.59 EdCs (atrium). (**D**) Confocal images of representative hearts from control [*Tg(fli1a:Gal4);Tg(UAS:Kaede)*] and endothelial-specific *egr3*-overexpressing [*Tg(fli1a:Gal4);Tg(UAS:Kaede);Tg(UAS:egr3-p2a-dTomato)*] 54 hpf embryos immunostained for Alcama; magnified regions show Alcama^+^ cells in the AV canal of the control heart and in the atrium of the *Tg(UAS:egr3-p2a-dTomato)* heart. (**E**) Quantification of Alcama^+^ EdCs per cardiac region of control and endothelial-specific *egr3*-overexpressing embryos at 54 hpf; *n* = 13 control and 14 *egr3 OE* embryos, *n* = 0.07 and 3.28 EdCs (ventricle), *n* = 31.77 and 42.86 EdCs (AV canal), *n* = 0.38 and 4.71 EdCs (Atrium); three independent experiments. (**F**) Confocal images of representative hearts from control *Pt(egr3:Gal4-VP16)* and *egr3*-driven *nr4a2b*-overexpressing [*Pt(egr3:Gal4-VP16); Tg(UAS:nr4a2b-p2a-dTomato)*] *egr3*^−/−^ larvae at 72 hpf. (**G**) Quantification of EdCs present in the AV canal ECM of control and *nr4a2b*-overexpressing *egr3*^−/−^ larvae at 72 hpf; *n* = 16 and 15 larvae; two independent experiments. (C), (E), and (G) Student’s *t* test, mean ± SEM. Scale bars, 20 μm.

### *egr3* is a mechanosensitive transcription factor gene in cardiac valve development and disease

Considering that EGR3 is involved in mediating VEGF-induced endothelial migration (*53*) and that it is a VEGF target via extracellular signal–regulated kinase (ERK) activation (*58*), we decided to test whether *egr3* AV canal expression was dependent on VEGF signaling. We found that *egr3* AV canal expression appeared to be unaltered after treatment with VEGF receptor inhibitors or a mitogen-activated protein kinase kinase (MEK) inhibitor (fig. S6A), suggesting that it is independent of VEGF/ERK signaling. Given the fundamental role of mechanical signaling in cardiac valve formation (*10*, *23*, *26*), we then decided to test whether *egr3* expression was downstream of mechanical forces. We simulated a no-flow/no-contraction condition in vivo by taking advantage of the zebrafish embryo’s ability to withstand severe cardiac dysfunction (*59*). We used *silent heart* zebrafish mutants, which lack the sarcomeric protein Tnnt2a and, therefore, do not display cardiac contraction (*59*). Notably, *egr3* AV canal expression was completely abrogated in *tnnt2a* mutant hearts (Fig. 5A), and we also observed the loss of *egr3* expression when treating zebrafish embryos with the myosin inhibitor BDM (fig. S6A). To test whether *egr3* expression responds to ectopic mechanical stimulation, we performed microsurgical insertion of a bead inside the embryonic heart through the inflow tract (*22*, *60*) at 48 hpf (Fig. 5B). The bead remained inside the heart for 24 hours and moved rhythmically across the ventricular chamber following the heartbeats and without stopping the blood flow. Upon this ectopic mechanical stimulation, *egr3* expression was expanded in the hearts of the bead-inserted larvae when compared with sham controls, as shown by the expression of the *egr3:Gal4* reporter (Fig. 5, C and D). We did not find ectopic EdCs in the ECM or an increased number of VICs in the bead inserted hearts when compared with sham controls (fig. S6B). As mechanical forces are required for valve formation, we next tested whether overexpressing *egr3* in endothelial cells in no-flow conditions could rescue some of the early steps of valve development. We injected *tnnt2a* morpholinos (MOs) into one-cell stage embryos of *egr3* OE zebrafish crossed with the endothelial *fli1a:Gal4* driver (Fig. 5E). Valvular cell identity is absent in no-flow condition hearts as the endocardium remains as a monolayer and the expression of valve markers is absent (Fig. 5E) (*26*, *61*). Notably, some *egr3*-overexpressing endothelial cells in no-flow condition hearts expressed Alcama, displayed a partly cuboidal valvular cell shape, and were often found in the ECM (Fig. 5E). These Alcama^+^ *egr3*-overexpressing cells were present in the endocardium of both the ventricle and atrium as well as in the AV canal of no-flow condition hearts (Fig. 5F and fig. S6C), suggesting a lack of spatial specification of valve identity in no-flow hearts and/or the ability of Egr3 to drive this specification on its own.

**Fig. 5.**
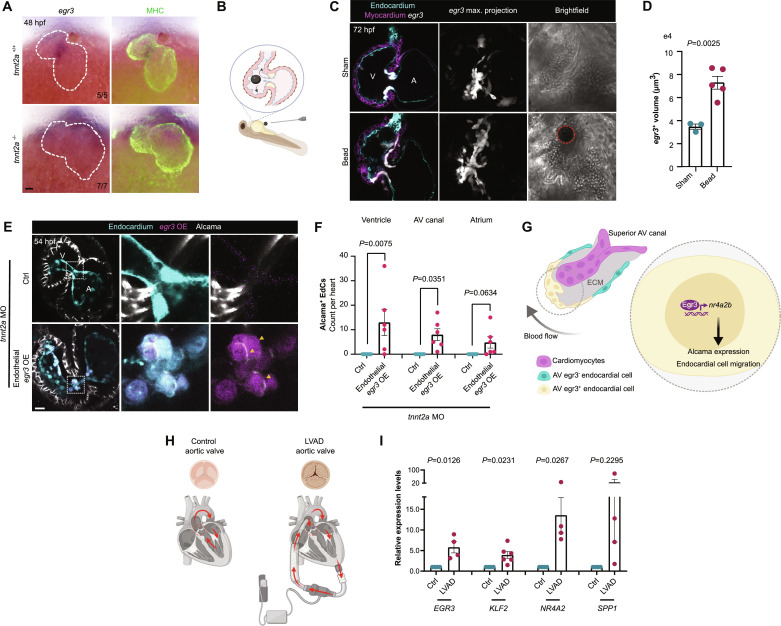
*egr3* expression in the heart is regulated by biomechanical forces. (**A**) In situ hybridization for *egr3* expression in 48 hpf *tnnt2a*^+/+^ and *tnnt2a*^−/−^ sibling embryos. (**B**) Illustration of bead insertion into a 48 hpf heart. (**C**) *Pt(egr3:*Gal4-VP16); *Tg*(*UAS:*eGFP) expression (gray) at 72 hpf in bead-inserted larva versus sham; myocardial cells are marked by *Tg(myl7:*BFP-CAAX*)* expression (magenta) and EdCs by *Tg(kdrl:*Hsa.HRAS-mCherry) expression (cyan). Red dotted circle highlights inserted bead; yellow arrowhead points to *egr3^+^* cells near the bead. (**D**) Quantification of total volume of *egr3* reporter^+^ cells in bead-inserted larvae and sham; *n* = 3 sham and 5 experimental larvae; one experiment. (**E**) Confocal images of representative hearts from control [*Tg(fli1a:Gal4);Tg(UAS:Kaede)*] and endothelial-specific *egr3*-overexpressing [*Tg(fli1a:Gal4);Tg(UAS:Kaede);Tg(UAS:egr3-p2a-dTomato)*] *tnnt2a* MO–injected embryos immunostained for Alcama at 54 hpf; magnified regions show the AV canal of *tnnt2a* MO–injected embryos with rescued Alcama expression in the *Tg(UAS:egr3-p2a-dTomato)* embryo. (**F**) Quantification of Alcama^+^ EdCs per cardiac region of *tnnt2a* MO–injected embryos at 54 hpf; *n* = 6 control and 6 *egr3 OE* embryos, *n* = 0.00 and 8.00 EdCs (ventricle), *n* = 0.00 and 13.00 EdCs (AV canal), *n* = 0.00 and 4.83 EdCs (Atrium); two independent experiments. (**G**) Oscillatory shear stress induces the expression of the mechanosensitive transcription factor gene *egr3* in valve EdCs, where it orchestrates valvulogenesis by promoting Alcama expression and their migration via Nr4a2b. (**H**) Schematic of aortic valve collection from LVAD patients and control donors. (**I**) Relative mRNA levels of *EGR3*, *KLF2*, *NR4A2*, and *SPP1* from aortic valves of LVAD patients and control donors; *n* = 4 and 4 to 6; one experiment. Ct values can be found in data S1. (D), (F), and (I) Student’s *t* test, mean ± SEM. (B) and (H) Illustrations were generated with Biorender.com. Scale bars, 20 μm.

To investigate whether *EGR3* is activated in mammalian VECs in response to shear stress, we used a unique fluid activation device specifically designed to expose cells to physiologically relevant pulsatile wall shear stress (WSS) conditions (*62*). We observed an up-regulation of *EGR3* expression in porcine VECs exposed to pulsatile WSS compared with static conditions (fig. S6D), indicating that *EGR3* responds to pulsatile shear stress in VECs. In addition to playing an important role in valvulogenesis, mechanical forces are also pivotal during pathological valve remodeling. For instance, the use of a left ventricular assist device (LVAD) has become an established treatment option as well as a bridge for end-stage heart failure patients awaiting a heart transplant (*63*). Despite improving survival and heart function, LVAD use is correlated with aortic insufficiency, and 15 to 52% of patients may present worsening of previous aortic valve pathology or develop de novo aortic valve insufficiency (*64*). The LVAD increases cardiac output by diverting the blood from the left ventricle straight into the aorta, thereby decreasing the strain in the mitral valve and causing biomechanical overload in the aortic root and valves (*65*). This increased biomechanical overload in the aortic valves induces valve remodeling (i.e., aortic valve fusion) (*66*, *67*). However, how the aortic valves transduce the biomechanical overload into a molecular response remains elusive. As zebrafish *egr3* expression responds to lack of, as well as increase in, mechanical forces during valve development (Fig. 5, A to D) and *EGR3* responds to pulsatile WSS in VECs (fig. S6D), we sought to investigate whether *EGR3* expression was altered during human aortic valve remodeling following LVAD placement. We collected samples of aortic valves from control donors and LVAD patients and performed quantitative reverse transcription polymerase chain reaction (RT-qPCR) (Fig. 5H). *EGR3* expression was increased by almost sixfold in LVAD patient valves compared with donor control valves (Fig. 5I). Expression of the classical mechanosensitive transcription factor gene *KLF2* was increased by nearly fourfold (Fig. 5I). We also tested EGR3 targets and observed that in LVAD patient valves, *NR4A2* expression was increased by more than 13-fold and *SPP1* expression by more than 20-fold, although the latter was not significant (Fig. 5I).

## DISCUSSION

Here, we identify the transcription factor Egr3 as a master transducer of the mechanical forces that guide valvulogenesis in zebrafish, and show that Egr3 is required for EdC migration into the adjacent ECM by activating the expression of the migration regulator *nr4a2b* (*55*). *Klf2* has long been considered to be the main mechanosensitive transcription factor gene in cardiac valve formation. However, the broad endocardial expression of *klf2a/b* compared with the restricted expression of *egr3* in valve EdCs suggests that Egr3 has a more specific role in transducing mechanical forces during valvulogenesis. *klf2* mutations in zebrafish result in a 47 to 56% penetrance of the cardiac valveless phenotype observed in no-flow conditions (*29*, *32*). Moreover, *klf2* mutants also display cardiomyocyte extrusion (*32*) and it is not clear how this phenotype affects cardiac valve formation. In contrast, the *egr3* mutant phenotype is highly penetrant and it is specific to the valves, with no obvious defects in other cardiac regions.

*EGR3* is expressed in AV canal EdCs and fibroblasts in mammalian hearts (*41*, *68*), and it responds to pulsatile WSS in VECs, consistent with a conserved function in valvulogenesis. *Egr3* mutant mice display an increased frequency of perinatal mortality (*69*), and it would be worth investigating them for any underlying cardiac defects. In humans, *EGR3* single-nucleotide variants resulting in loss-of-function alleles are highly underrepresented with a loss-of-function observed/expected upper bound fraction of 0.396 (gnomAD v4.0.0), possibly suggesting that *EGR3* is haploinsufficient. Haploinsufficiency is also typically observed in genes associated with bicuspic aortic valve disease, such as *GATA6* (*70*) and *NOTCH* (*71*, *72*). Of note, case reports have shown that chromosomal duplications of the region where *EGR3* is located (8p21.3) are associated with congenital heart disease (i.e., valve and septal defects) (*73*, *74*), while a case-control study has reported an association between an *EGR3* locus polymorphism and coronary artery disease (CAD) (*75*), though with no mention of possible valve defects.

In parallel to *egr3* up-regulation following mechanical stimulation in the developing zebrafish heart, *EGR3* is up-regulated in porcine VECs and in LVAD aortic valves upon biomechanical overload. In addition, *EGR3* expression does not seem to respond to fluid shear stress in human umbilical vein endothelial cells (HUVECs) (*76*), suggesting a cell- and/or flow-specific response. In addition, EGR3 is necessary and sufficient to partially mediate the transforming growth factor–β (TGF-β) fibrotic response in fibroblasts (*77*). Thus, we speculate that the biomechanical stimuli that promote *EGR3* expression during cardiac development also promote it in LVAD aortic valves, thereby contributing to pathological aortic valve remodeling and insufficiency (*65**–**67*). It will be important to investigate the role of *EGR3*, *KLF2,* and other mechanosensitive transcription factor genes in LVAD aortic valve pathogenesis.

Transduction of mechanical forces, which is mediated in part by VEGF signaling (*78*), also plays a role in lymphatic endothelial cell (LEC) development and physiology. VEGF is a known regulator of *EGR3* and *NR4A2* expression in endothelial cells (*53*, *58*, *79*). Human LECs up-regulate *EGR3* and *NR4A2* expression following VEGF stimulation (*80*, *81*), and a recent report on the transcriptional coactivator Zmiz1 suggests that *Egr3* is also involved in lymphatic valve formation (*82*).

In summary, our study reveals a previously unknown signaling axis in which EGR3 is necessary to transduce the mechanical signals required for cardiac valve formation and potentially also for LVAD valve remodeling. We anticipate that perturbations in the function or expression of *EGR3*, or its targets, also lead to cardiac valve defects in humans.

## MATERIALS AND METHODS

### Zebrafish handling and lines

All zebrafish husbandry was performed under standard conditions in accordance with institutional (Max Planck Gesellschaft) and national (German) ethical and animal welfare regulations. All procedures performed on animals conform to the guidelines from Directive 2010/63/EU of the European Parliament on the protection of animals used for scientific purposes and were approved by the Animal Protection Committee (Tierschutzkommission) of the Regierungspräsidium Darmstadt (reference: B2/1218). The following mutant, knock-in reporter, and transgenic lines were generated for this study: *egr3^bns522^*, *egr3^bns577^*, *Pt(egr3:Gal4-VP16)^bns576^* abbreviated as *egr3*:*Gal4*, *Pt(egr3:loxP-egr3-loxP)^bns661^*, *Tg(5xUAS:egr3*-*p2a-dTomato)^bns607^* abbreviated as *egr3*:*OE*, and *Tg(5xUAS:nr4a2b*-*p2a-dTomato)^bns719^* abbreviated as *nr4a2b*:*OE.* The following transgenic and mutant lines were used in this study: *tnnt2a^mn0031Gt^ or Gt(GBT-R14)* (*83*)*, Tg(kdrl:EGFP)^s843^* (*33*)*, Tg(kdrl:Hsa.HRAS-mCherry)^s896^* (*84*)*, Tg(kdrl:NLS-mCherry)^is4^* (*85*)*, Tg(fli1a:Gal4FF)^ubs4^* (*86*)*, Tg(myl7:BFP-CAAX)^bns193^* (*87*)*, Tg(myl7:mCherry-CAAX)^bns7^* (*88*)*, Tg(myl7:EGFP)^twu26^* (*89*), *Tg(5xUAS:EGFP)^nkuasgfp1a^* (*90*)*, Tg(UAS:Kaede)^rk8^* (*91*)*, Tg(myl7:Cre)^sd55^* (*92*)*, Tg(kdrl:Cre)^s898^* (*93*), and *Tg(Mmu.Hhex-E1B:GFP)^bns321^* (*14*)*.*

### Generation of zebrafish lines

For CRISPR-Cas9 mutagenesis, in vitro synthesis of Cas9 mRNA and design of guide RNAs (gRNAs) were performed as previously described (*94*, *95*). gRNA efficiency was evaluated in single AB wild-type injected embryos by high-resolution melting analysis (HRMA) or T7 endonuclease assay. Generation of *egr3* full locus deletion (*bns522*) was achieved by using one gRNA in the immediate 5′ intergenic region and another in the 3′ UTR, and F1 adults were screened by PCR followed by sequencing of PCR products. The *egr3* Δ11 allele (*bns577*) was generated with commercially available *egr3* gRNA [Integrated DNA Technologies (IDT)], and F1 adults were screened by HRMA followed by sequencing of PCR products. The *egr3:Gal4* reporter line (*bns576*) was generated according to the GeneWeld method (*96*) with 48-bp homology arms flanking the *p2a-Gal4-VP16-beta-actin* sequence, and using the *egr3* gRNA (IDT) as for the *egr3* Δ11 allele (*bns577*). We used the previously published sequential *loxP* knock-in method (*97*) to generate the *egr3* floxed allele (*bns661*) with single-stranded donor oligonucleotides containing *loxp* sites flanked by asymmetric 21- and 49-bp homology arms. For the 5′ *loxP* knock-in, we used the same 5′ gRNA as for the full locus deletion allele (*bns522*). Adult F1 zebrafish were screened for the 5′ *loxP* integration using a *loxP*-specific PCR primer and sequenced after performing a *loxP*-flanking PCR. The 5′ *loxP* founder zebrafish was then crossed with AB wild type, and the resulting one-cell stage embryos were injected with a 3′ gRNA designed to cut the neighboring intergenic region. Adult F1 *egr3* floxed allele zebrafish were screened by *loxP*-specific and flanking PCRs followed by sequencing of PCR products. Despite observing a complete and adequate integration of the 5′ *loxP* site, we have not been able to sequence the full extent of the 3′ *loxP* site. Genetic polymorphisms and/or integration of multiple copies after mutagenesis of the 3′ region in the zebrafish used for 3′ *loxP* knock-in might explain why we could not sequence the *loxP* integration. However, the floxed *egr3* allele was confirmed by the *loxP*-specific and flanking PCRs, as well as by functional analysis after *Cre* mRNA injection, in which a recombined band of 400 bp was identified by PCR and the *egr3* phenotype was observed at the expected Mendelian ratios. Conditional knockouts were obtained by crossing *egr3^flox/+^* zebrafish with *egr3^bns577/+^* zebrafish carrying *Tg(kdrl:Cre)* or *Tg(myl7:Cre)*, for endothelial or myocardial cell–specific knockout, respectively. The low number of myocardial cell–specific knockout larvae (3 of 46) (Fig. 2, D and F) is under the expected ratio of 1:8 for a cross of *egr3^bns577/+^*, *egr3^flox/+^*, and *myl7:Cre^+/−^* zebrafish and without selecting the progeny for a phenotype. We used *tol2* transgenesis to generate the *egr3* (*bns607*) and *nr4a2b* (*bns719*) overexpression lines, respectively *egr3:OE* and *nr4a2b:OE*. Adult *egr3:OE and nr4a2b:OE* F1 zebrafish were screened by crossing with *Tg(fli1a:Gal4FF)* zebrafish and using the dTomato^+^ expression in the progeny as a proxy. dTomato^+^ embryos were used to confirm transgenesis by PCR amplification and sequencing of the PCR products. Of note, the data presented in this work were generated using progeny from F1 to F3 animals (obtained from sequential outcrosses to different transgenic lines or nontransgenic AB zebrafish); while doing the revisions, we observed a reduction in the penetrance of the cardiac valve phenotype in the progeny of F4 animals. Genotyping PCRs were performed with KAPA2G Fast Ready Mix (Sigma-Aldrich 2GFRMKB) and HRMAs with Maxima SYBR Green/Fluorescein qPCR Master Mix (2X) (Thermo Fisher Scientific K0241). The sequences of all genotyping primers, CRISPR sites, and donor oligonucleotides are available in data S3.

### Plasmid construction

The open reading frames (ORFs) for *egr3*, *nr4a2b*, *spp1*, *nrg1*, *hey2,* and *has2* were amplified from cDNA generated from a pool of 78 hpf larvae, and cloned into a pCS2+ vector. To generate the *egr3:Gal4* line, the *pGTag-Gal4-VP16-beta-actin* plasmid was a gift from J. Essner (Addgene # 117817) and homology arms were added by vector ligation (*98*). To generate the *egr3:OE* line (*bns607*) and *nr4a2b:OE* line *(bns719)*, *egr3* and *nr4a2b* were amplified from pCS2+ and cloned into a *5XUAS:p2a-dTomato* vector. Vector ligation was performed by PCR amplification followed by in vivo cloning (*99*). All primers are listed in data S3.

### Microscopy

Live imaging of stopped zebrafish hearts was performed by mounting N-Phenylthiourea (PTU)-treated embryos and larvae in 1% agarose containing 0.2% tricaine. We used the following confocal microscopes: LSM700 Axio Imager 2 and LSM880 Axio Examiner with a W Plan-Apochromat 40×/1.0 dipping lens for image acquisition. We used Fiji (ImageJ 2.1.0/1.53o) to adjust the brightness and contrast of representative images. For three-dimensional (3D) rendering and analysis of confocal images, we used Imaris x64 (Bitplane, 10.0.1). We used the Imaris cell identification function to automatically segment EdCs based on their nucleus, marked by *Tg(kdrl:*NLS-mCherry*)* expression, and their cytoplasm, marked by *Tg(kdrl:*EGFP*)* expression. The EdCs were further segregated into ventricular, AV, and atrial with the help of the *x*/*y* position object filtering followed by manual curation. Illustrative cartoons were created using Inkscape vector graphics editor unless otherwise indicated in the figure legends.

### In situ hybridization and immunostaining

Whole-mount RNA in situ hybridization was performed as previously described (*100*). In situ probes for *egr3*, *spp1*, *nrg1*, *hey2*, and *has2* were synthesized from previously cloned ORFs in pCS2+ vectors using PCR products with an incorporated T7 promoter. An in situ probe for *egr1* was provided by J. Vermot in a pBSK vector. In situ probes for *klf2a* (*15*), *klf4, nr4a2b*, and *piezo2a* (*15*) were synthesized directly from a PCR product of 78 hpf wild-type AB cDNA, using primers with an incorporated T7 promoter. To visualize the cardiac outline, we used the primary mouse anti-MHC (myosin heavy chain) antibody [1:500, MF-20, Developmental Studies Hybridoma Bank (DSHB) AB_2147781], followed by the secondary goat anti-mouse immunoglobulin G (IgG) Alexa Fluor 488 antibody (1:500, Invitrogen A11029). To assess AV valve identity, we performed immunostaining for Alcama using mouse anti-Alcama antibody (1:50, ZN-8, DSHB AB_531904) followed by goat anti-mouse Alexa Fluor 647 antibody (1:500, Invitrogen A21236). In situ hybridizations were imaged using an SMZ25 stereomicroscope (Nikon) with a 2×/0.3 objective. The sequence of primers used to synthesize the in situ probes can be found in data S3.

### AV blood flow fraction

Functional analysis of blood regurgitation was performed in 72 hpf zebrafish larvae mounted in 1% agarose without tricaine. The zebrafish hearts were imaged live using an inverted Cell Observer Spinning Disk microscope with a 25×/0.8 water-immersion objective at 240 frames per second (fps). Quantification of AV blood flow fraction was performed using a custom-made ImageJ script as previously described (*15*). For each imaged larva, AV retrograde blood flow is shown as a fraction of three averaged cardiac cycles.

### Microsurgical insertion of a bead

To assess the influence of ectopic mechanical stimulation on *egr3* expression in vivo, a bead was kept inside of the beating zebrafish heart for 24 hours (*22*, *60*). For that manipulation, 48 hpf zebrafish embryos were mounted ventrally in 1% agarose and a microsurgical incision was performed in the yolk sac using thin forceps. A bead (Cube Biotech 32201) was inserted with the forceps into the yolk cavity and gently pushed into the inflow tract, eventually reaching the heart through suction. Embryos were released from the agarose and kept in egg water at 28.5°C for 24 hours, when *egr3:*Gal4; *UAS:*eGFP expression was assessed by confocal microscopy. Only larvae that had the bead inside of the ventricle and still displayed blood flow were considered for the analysis. Sham embryos underwent the same procedures of mounting and yolk piercing, but without bead insertion.

### Chemical treatments

To evaluate the influence of cardiac contraction on *egr3* expression, we treated wild-type embryos with 15 mM of the myosin inhibitor BDM (Sigma-Aldrich B0753). Possible regulation of AV *egr3* expression by VEGF signaling was tested by treating embryos with 1 and 2.5 μM SKLB1002 (Selleck Chemicals S7258) (*101*) and 0.5 μM SU5416 (Sigma-Aldrich S8442). Possible regulation of AV *egr3* expression by ERK signaling was tested by treating embryos with 1 μM of the MEK inhibitor PD0325901 (Sigma-Aldrich PZ0162) (*2*). Concentrations were adjusted to diminish side effects. Dimethyl sulfoxide (DMSO; 0.1%) was administered as vehicle, and all treatments were performed from 36 to 48 hpf, when embryos were collected and fixed for in situ hybridization.

### Porcine aortic valve endothelial cell isolation and culture

We used a fluid activation device that applies physiologically relevant pulsatile WSS on the surface of porcine aortic VECs as previously described (*62*). VECs were isolated from porcine aortic valve leaflets. Briefly, aortic valve leaflets were isolated and incubated in collagenase type II/Dulbecco’s modified Eagle medium (DMEM) (Life Technologies) for 3 × 7 min. After incubation, cells were gently scraped to isolate VECs from the two sides of the leaflets. After isolation, VECs were seeded and cultured on flask coated with rat collagen type I (50 μl/ml) (10 mg/ml concentration, BD Biosciences). VECs were cultured at 37°C and 5% CO_2_ in Endothelial Cell Growth Medium (Promocell) supplemented with manufacturer’s adjuvants and 5% fetal bovine serum (FBS). After 1 hour of culture, VECs were first removed from the collagen gels and lysed in TRIzol (Thermo Fisher Scientific 15596026). RNAs were extracted using RNeasy Mini Kit (Qiagen 74104).

### Research ethics for donated aortic valve samples

The study population consisted of LVAD (*n* = 6) patients referred for heart transplantation at La Timone Hospital (*102*). Patients were not included if they had connective tissue disease and previous aortic valve dysfunction. The patients provided their written informed consent to participate in this study (approved by the Marseille ethics committee n°13.061). Aortic regurgitation (AR) was graded through an integrative approach (*103*, *104*). Mechanism of AR was separated into prolapse of the fused leaflet, cusp restriction, or both. Aortic valves were recognized by their anatomical landmarks under the microscope, and leaflets were isolated with minimal aortic wall contamination. Immediately following surgical removal, a portion of the aortic valve leaflet was placed in RNAlater solution (Sigma-Aldrich) and stored at −80°C until processing. Control valve samples were obtained at autopsy of individuals without cardiac problems who suffered a traumatic death (*n* = 8). The control group was composed of individuals with an average age of 59 ± 4 years, and a male to female ratio (M/F) of 85%. The LVAD group was composed of individuals with an average age of 54 ± 12 years, and M/F ratio of 71%. This study was performed according to the principles of the Declaration of Helsinki and in accordance with institutional guidelines.

### Quantitative RT-qPCR

Total RNA from human aortic valve samples was purified using TRIzol (Life Technologies) and RNeasy Mini Kit. RNA was reverse-transcribed using the AffinityScript Multiple Temperature cDNA synthesis kit (Agilent). Quantitative PCR was performed using SYBR Green (Roche)–based qPCR on a LightCycler 480 (Roche). Graphs show the mean ± SD for six to eight biological replicates. Samples were normalized to *TBP* or *GAPDH* as endogenous housekeeping genes. Relative expression levels were calculated by the comparative cycle threshold (ΔΔCt) method. All Ct and ΔCt values are listed in data S1. The sequence of primers used for RT-qPCR can be found in data S3.

### scRNA-seq sample preparation and data analysis

To obtain a longitudinal transcriptional signature of single EdCs, we isolated hearts from *Tg(myl7:EGFP)* wild-type zebrafish at 50 and 80 hpf. Up to 150 hearts were isolated per condition as previously described (*105*). Briefly, zebrafish embryos and larvae were fragmented using a needle and syringe in an Eppendorf tube with 1 ml of DMEM (Thermo Fisher Scientific 88281) with 10% FBS (Sigma-Aldrich F2442). The homogenate was filtered through a 100-μm mesh filter. An additional wash with DMEM with 10% FBS was performed to remove the remaining hearts in the Eppendorf tube, followed by filtering. The isolated hearts were manually collected from the flow-through under a fluorescence microscope. The hearts were further dissociated using the Pierce Primary Cardiomyocyte Isolation Kit (Thermo Fisher Scientific 88281) and incubated for 25 min at 30°C (shaker 300 rpm) with pipetting every 5 to 10 min. Dead cells were removed from the final cell isolate by fluorescence-activated cell sorting in phosphate-buffered saline (PBS) without calcium or magnesium (Lonza, 17-516F) and with 0.04% bovine serum albumin (BSA). The cell suspensions were counted with a Moxi cell counter and diluted according to manufacturer’s protocol to obtain 10,000 single-cell data points per sample. Each sample was run separately on a lane in a Chromium controller with Chromium Next GEM Single Cell 3′ Reagent Kits v3.1 (10x Genomics). scRNA-seq library preparation was done using a standard protocol, and sequencing was done on Nextseq2000. scRNA-seq analysis was performed as previously described (*106*), and final data visualization was done using a CellxGene package (doi:10.5281/zenodo.3235020). EdCs were identified by the expression of endothelial markers (e.g., *cdh5*, *fli1a*, *kdrl*, and *tie1*) and represented 3504 from the 6476 sequenced heart cells. Valve EdCs were identified by the expression of valve markers (e.g., *alcama* and *has2*) and represented 1343 cells. Data analysis was performed using only the EdCs, and the other cell types are not displayed for visualization purposes. The classification for transcription factor used was based on the Gene Ontology (GO) terms containing direct DNA binding domain, such as “DNA-binding transcription factor activity, RNA polymerase II-specific” and “DNA binding.” Thus, *crip2* did not appear in our gene enrichment analysis as the encoded protein seems to lack a direct DNA binding domain (*107*).

### RNA-seq sample preparation and data analysis

To further investigate the *egr3* mutant phenotype, we conducted a bulk RNA-seq analysis of dissected zebrafish hearts at 48 hpf. As *egr3* mutants cannot be distinguished from their siblings at this stage, embryos were live genotyped at 36 hpf as previously described (*108*). We dissected 20 hearts for each biological duplicate of *egr3^bns577−/−^* and *egr3^bns577+/+^* sibling samples in cold DMEM with 10% FBS. Total RNA was isolated using the miRNeasy Micro Kit (Qiagen 217084), followed by on-column deoxyribonuclease (DNase) digestion (DNase-Free DNase Set, Qiagen 79254). Final elution was performed in 12 μl of ribonuclease (RNase)–free water, and subsequent RNA quality control, cDNA preparation, sequencing, and analyses were performed as previously described (*101*). A total of 154 genes were significantly dysregulated based on *P*_adj_ < 0.05. Heatmaps were obtained using the Webbased Interactive Omics visualizatioN—Applications (WIlsON) (*109*).

### Statistical analysis

GraphPad Prism (v.9) was used to perform all statistical analyses. We used two-tailed Student’s *t* test for comparing two samples (Figs. 3H, 4, C, E, and G, and 5, D, F, and I, and figs. S4D and S6D), and one-way analysis of variance (ANOVA) followed by Tukey’s post hoc test for multiple comparisons (Fig. 1I and fig. S4C); data are presented as mean ± SEM, and actual *P* values are shown. Two-sided Fisher’s exact test was used to compare categorical data between two groups (Figs. 1, H, J, and L, 2, E and F, and 3, E and G, and figs. S3C and S5E), and data were represented as percentages after statistical analysis to improve visualization. To allow for statistical analysis, the classifications “Superior valve leaflet” and “Superior s-shape leaflet” were collapsed into “Superior valve leaflet,” and the “Monolayer / one VIC” and “Monolayer” were collapsed into “Monolayer” (Fig. 1H); all classifications and proportions are in figs. S1 (G to I) and S3I. All genetic experiments with zebrafish were performed independently at least twice, using different batches of embryos and on different days unless otherwise indicated. Exact sample sizes and *P* values are described in the figures and figure legends. *P* values <0.05 were considered significant.

# Supplementary material for: egr3 is a mechanosensitive transcription factor gene required for cardiac valve morphogenesis
**Source:** Sci Adv. 2024 May 15;10(20):eadl0633. doi: 10.1126/sciadv.adl0633
**Supplement:** Supplementary file 1 — Figs. S1 to S6 Legends for movies S1 to S4 Legends for data S1 to S3

Supplementary Materials for  
***egr3* is a mechanosensitive transcription factor gene required for cardiac  
valve morphogenesis**

Agatha Ribeiro da Silva *et al.*

*Sci. Adv.* **10**, eadl0633 (2024)  
DOI: 10.1126/sciadv.adl0633

**The PDF file includes:**

Figs. S1 to S6  
Legends for movies S1 to S4  
Legends for data S1 to S3

**Other Supplementary Material for this manuscript includes the following:**

Movies S1 to S4  
Data S1 to S3

Fig. S1

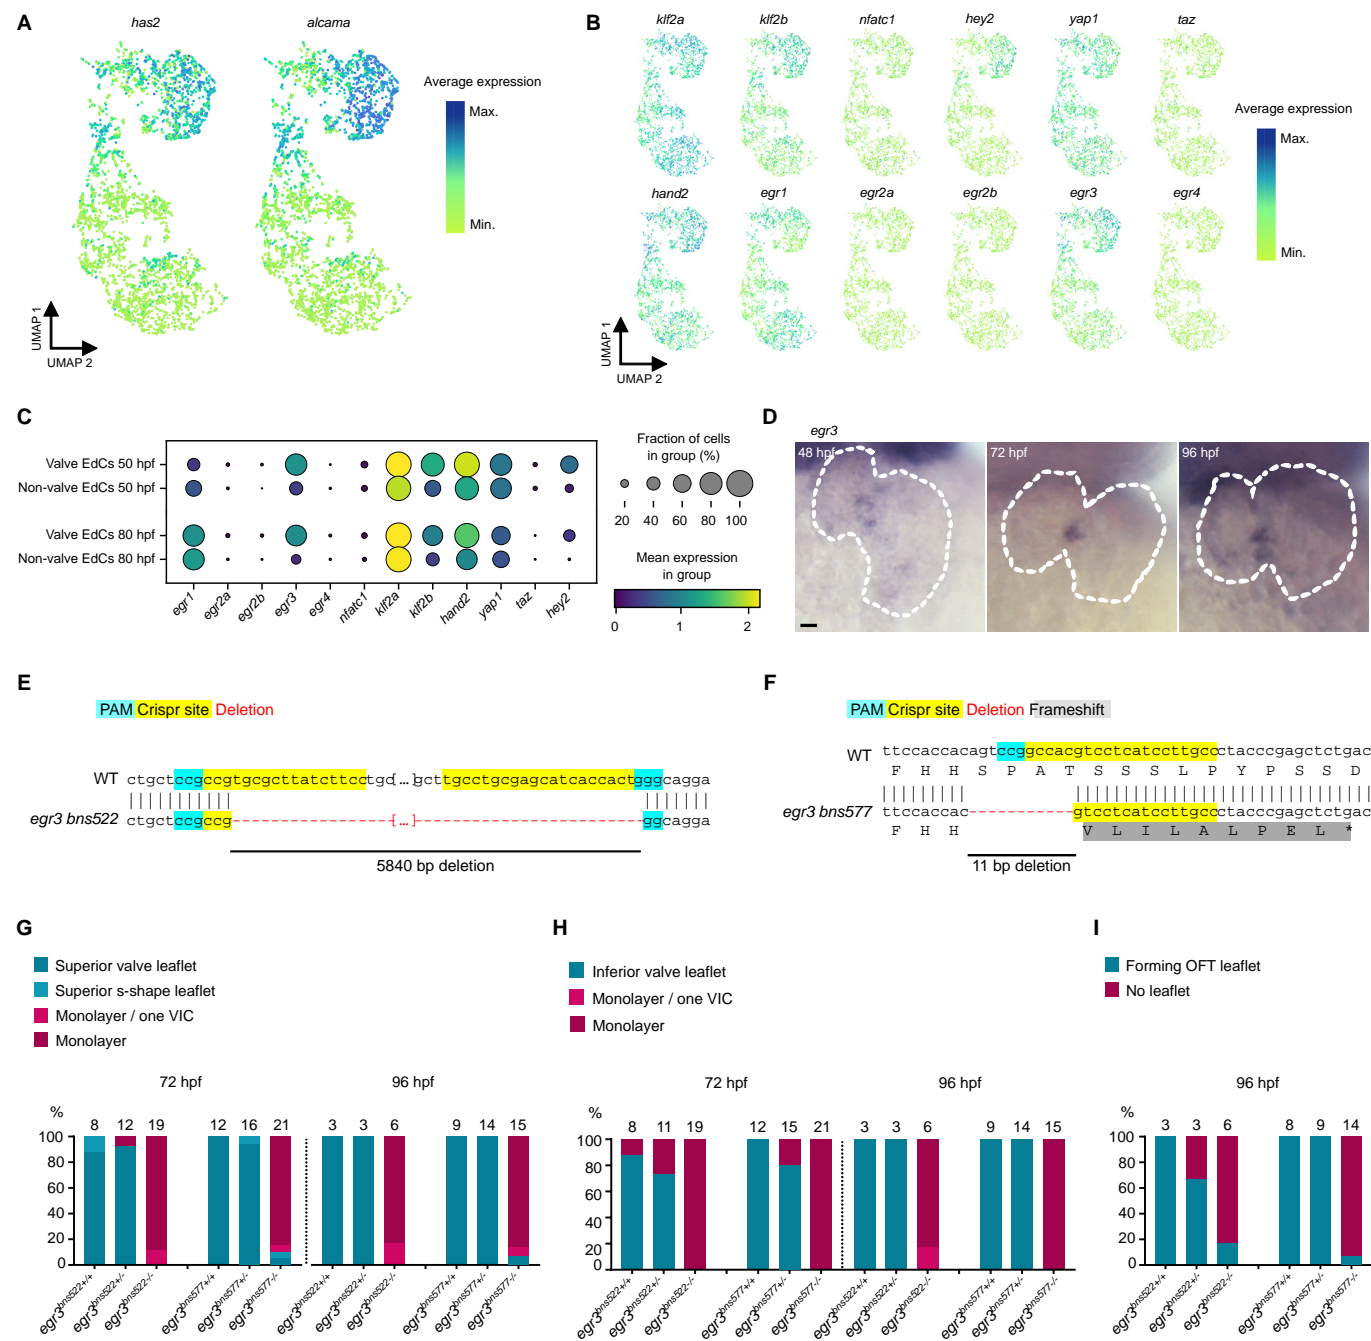

**Fig. S1. *egr3* expression is enriched in valve endocardial cells.** (A), scRNA-seq endocardial average expression pattern of valve markers *has2* and *alcama*. (B), Endocardial expression pattern of key transcription factor genes; *egr3* expression is enriched in the valve endocardium. (C), Dot plot of key transcription factor genes in valve and non-valve endocardial cells at 50 and 80 hpf. (D), *in situ* hybridization for *egr3* expression at 48, 72 and 96 hpf. (E-F), Schematic of *egr3* full locus deletion (*bns522*) and  $\Delta 11$  (*bns577*) mutant alleles. (G-I), Percentage of larvae without or with a superior (G), inferior (H), and OFT (I), valve leaflet phenotype at 72 and 96 hpf; 7 and 4 independent experiments, respectively, (related to Fig. 1H, L). Scale bar = 20  $\mu$ m.

Fig. S2

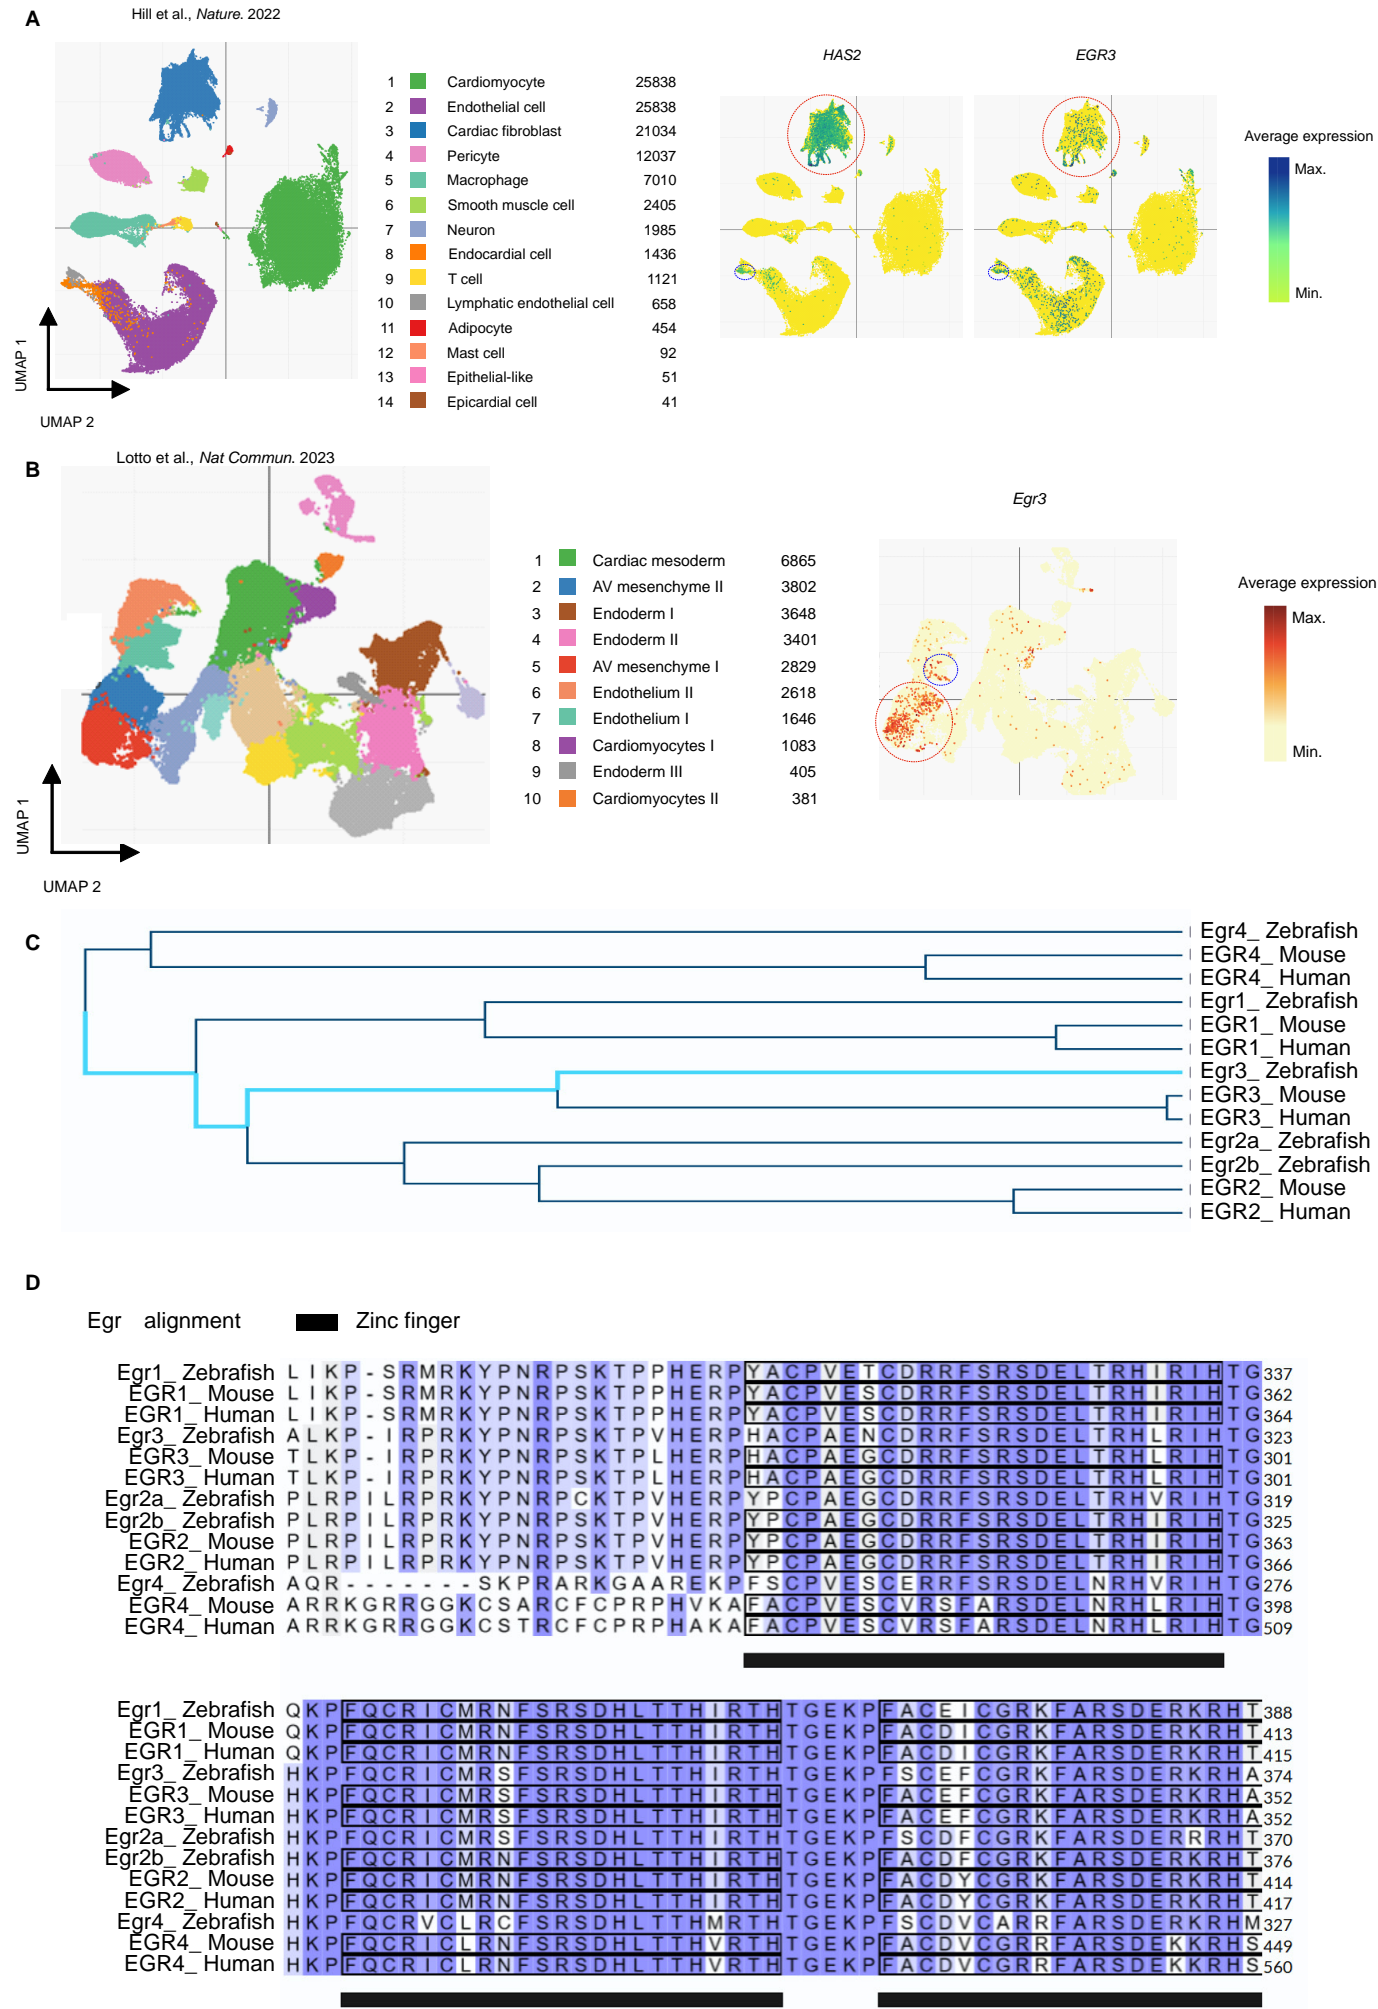

**Fig. S2. *EGR3* cardiac valve expression is conserved across species.** (A), scRNA-seq of adult human heart (41). *EGR3* is expressed in cardiac valve populations of endocardial cells (blue circle) and cardiac fibroblasts (red circle). (B), scRNA-seq of mouse heart cells at E7.75, 8.25, 9.25, 10.5, and 12.5 (42). *Egr3* is expressed in the AV mesenchyme (red circle) and endocardial (blue circle) populations. (C), Phylogenetic tree of human, mouse, and zebrafish Egr family members. (D), Protein alignment of zinc finger DNA binding domain of human, mouse, and zebrafish Egr family members. AV = atrioventricular.

Fig. S3

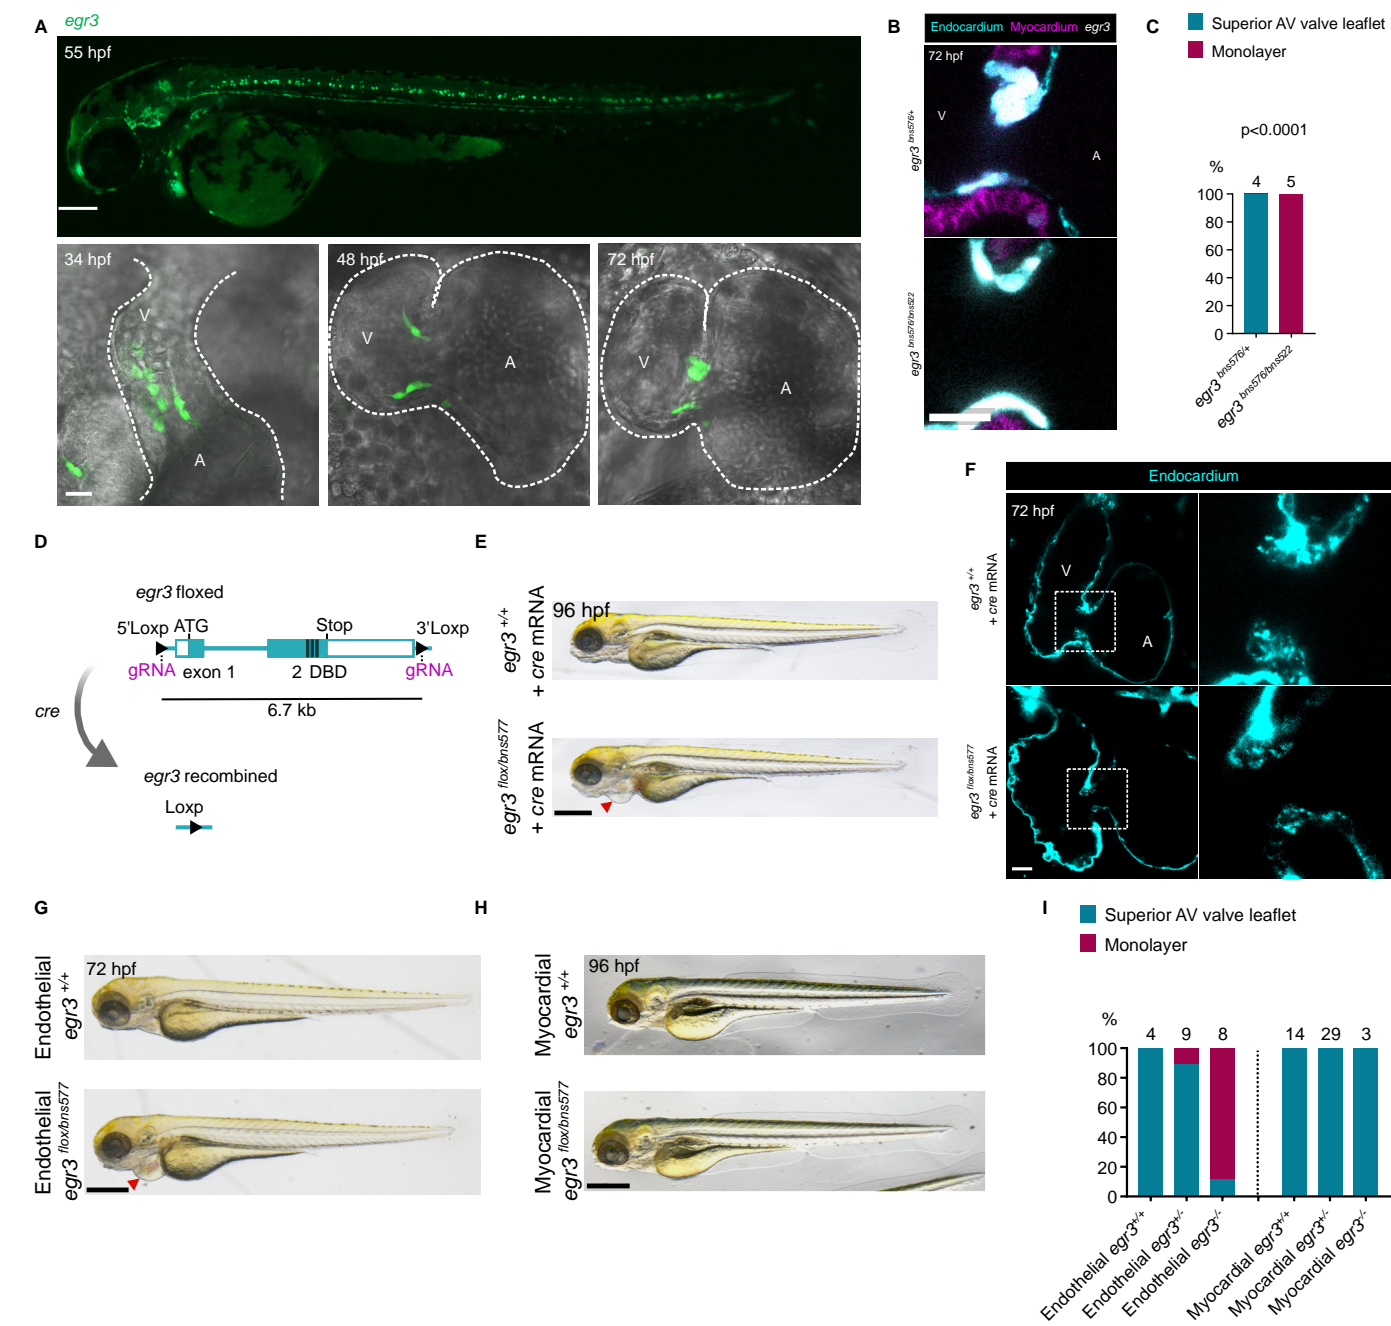

**Fig. S3. Cell-specific role of Egr3.** (A), *Pt(egr3:Gal4-VP16); Tg(UAS:eGFP)* expression in the whole embryo at 55 hpf, and in the heart at 34, 48 and 72 hpf. (B), Confocal images of representative hearts from 72 hpf *egr3<sup>bns576/+</sup>* and *egr3<sup>bns576/bns522</sup>* sibling larvae. (C), Percentage of *egr3<sup>+/-</sup>* and *egr3<sup>-/-</sup>* sibling larvae with a superior valve leaflet and without a superior valve leaflet (i.e., endocardial monolayer) at 72 hpf; 1 experiment. Fisher's exact test. (D), Schematic of *egr3* floxed allele recombination. (E), Brightfield images of *cre* mRNA injected 72 hpf *egr3<sup>+/+</sup>* and *egr3<sup>flox/bns577</sup>* sibling larvae. (F), Confocal images of representative *cre* mRNA injected 72 hpf *egr3<sup>+/+</sup>* and *egr3<sup>flox/bns577</sup>* sibling larvae; endocardial cells are marked by *Tg(kdrl:Hsa.HRAS-mCherry)* expression (cyan). (G-H), Brightfield images of *egr3<sup>+/+</sup>*, endothelial-specific *egr3<sup>-/-</sup>* (G), and myocardial-specific *egr3<sup>-/-</sup>* (H), sibling larvae at 72 and 96 hpf, respectively. (I) Percentage of larvae with or without a superior AV valve leaflet (i.e., endocardial monolayer) at 72 hpf; 1 and 2 independent experiments (related to Fig. 2E, F). AV = atrioventricular, V = ventricle, A = atrium. Scale bars (A (whole embryo), E, G, H) = 400  $\mu$ m, (A (hearts), B, F) = 20  $\mu$ m.

Fig. S4

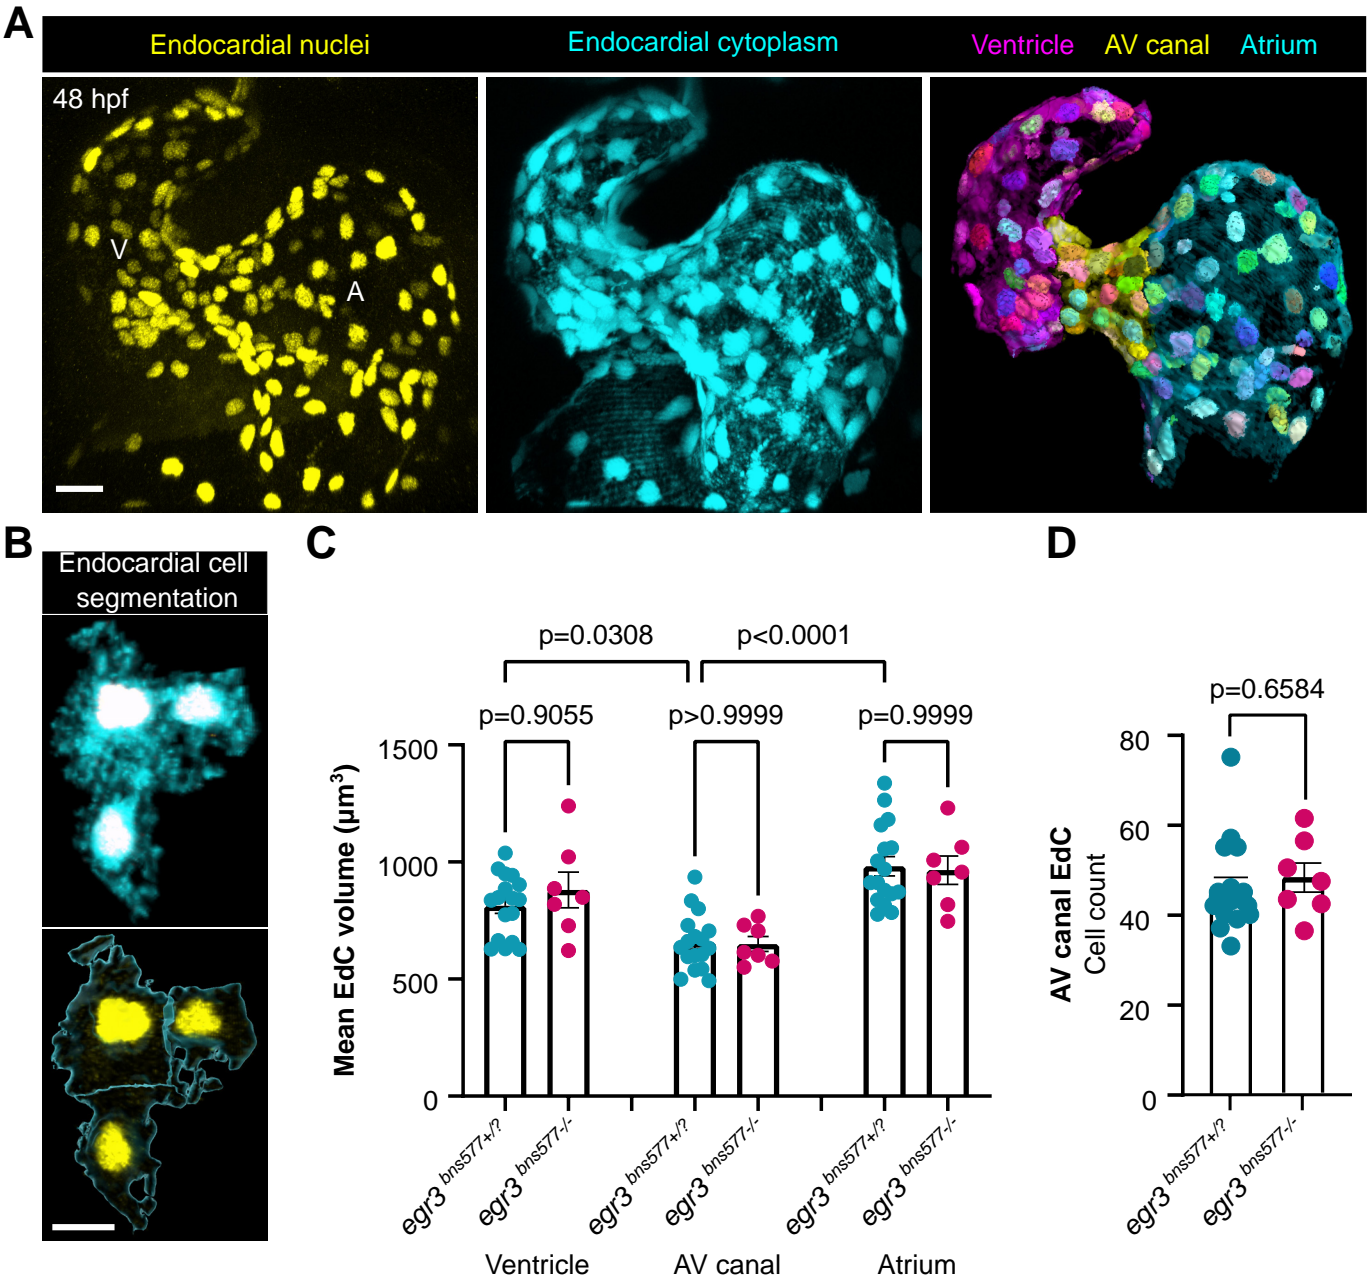

**Fig. S4. Endocardial cell morphology is not altered in *egr3* mutants at the onset of the atrioventricular valve phenotype.** (A), 3D reconstruction of a zebrafish heart at 48 hpf. Endocardial cells are marked by *Tg(kdrl:NLS-mCherry)* and *Tg(kdrl:eGFP)* expression, respectively showing their nuclei (yellow) and cytoplasm (cyan); individual cells were segmented using Imaris and assigned to the corresponding cardiac regions. (B), Individual segmented endocardial cells. (C), Average endocardial cell volume per heart in each defined region; mean  $\pm$  SEM, one-way ANOVA followed by Tukey's post hoc test. (D), Number of AV endocardial cells in 48 hpf *egr3*<sup>+/+</sup> and *egr3*<sup>-/-</sup> embryos; Student's t test, mean  $\pm$  SEM. (C, D), n = 5, 12, and 7 embryos; 1 experiment. AV = atrioventricular, V = ventricle, A = atrium. Scale bars (A) = 20  $\mu$ m, (B) = 10  $\mu$ m.

Fig. S5

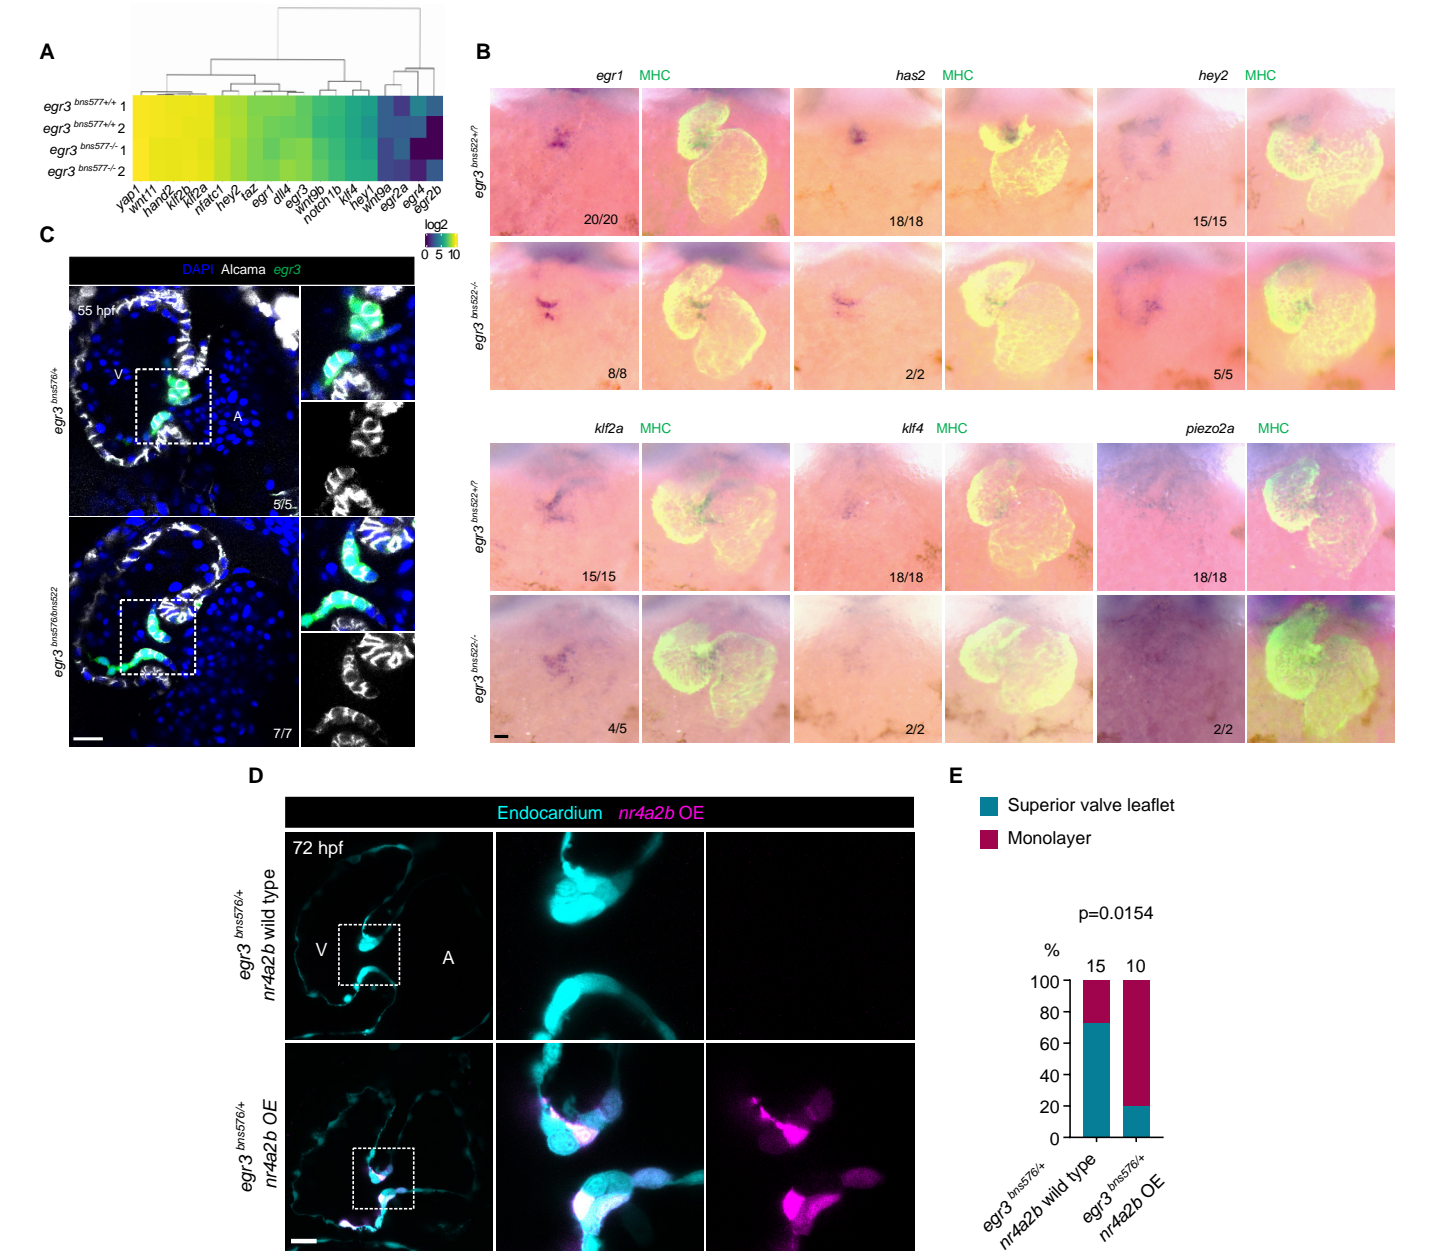

**Fig. S5. *egr3* mutants display wild-type like patterning of the atrioventricular canal.**

(A), RNA-seq heatmap analysis of key valve regulator genes. 

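The heatmap of fig. S5A shows 19 genes, all with a mean of at least 5 normalized counts. In limma, none of the 19 had an adjusted p under 0.05 over all genes tested, with or without the replicate number as a block. Adjusted over the 19 genes alone, 1 passed without the block, *egr3*, and none with it. Among the 11 genes of the panel other than *egr3* and the 7 regulators *klf2a/b*, *notch1b*, *dll4*, *nfatc1* and *wnt9a/b*, log2 fold changes ranged from -3.95 for *egr4* to 0.68 for *hey1*. *egr4* had 39 and 11 normalized counts in the wild types and 0 and 1 in the mutants, and its adjusted p was 0.146 without the block and 0.841 with it (limma). *egr1* had 858 and 671 normalized counts in the wild types and 572 and 758 in the mutants, so the genotypes overlapped. Counts of *egr2a* (3 and 10 in wild types, 12 and 4 in mutants) and *egr2b* (12 and 0 in wild types, 0 and 9 in mutants) were too low and too variable to compare. *hand2*, *hey2*, *wnt11*, *taz* and *yap1* each changed by less than the 1.5-fold threshold of Fig. 3A.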

(B), *in situ* hybridization for different AV valve markers in 48 hpf *egr3*<sup>+/+</sup> and *egr3*<sup>-/-</sup> embryos. (C), Confocal images of representative Alcama immunostaining of hearts from 55 hpf *egr3*<sup>bns576/+</sup> and *egr3*<sup>bns576/bns522</sup> sibling embryos. (D), Confocal images of representative hearts from control *Pt(egr3:Gal4-VP16)* and *egr3*-driven *nr4a2b* overexpressing (*Pt(egr3:Gal4-VP16); Tg(UAS:nr4a2b-p2a-dTomato)*) *egr3*<sup>bns576/+</sup> larvae at 72 hpf. (E), Percentage of control and *egr3*-driven *nr4a2b* overexpressing *egr3*<sup>bns576/+</sup> larvae with and without a superior AV valve leaflet (i.e., endocardial monolayer) at 72 hpf; n = 15 and 10; 2 independent experiments. Fisher's exact test. V = ventricle, A = atrium. Scale bars = 20 μm.

Fig. S6

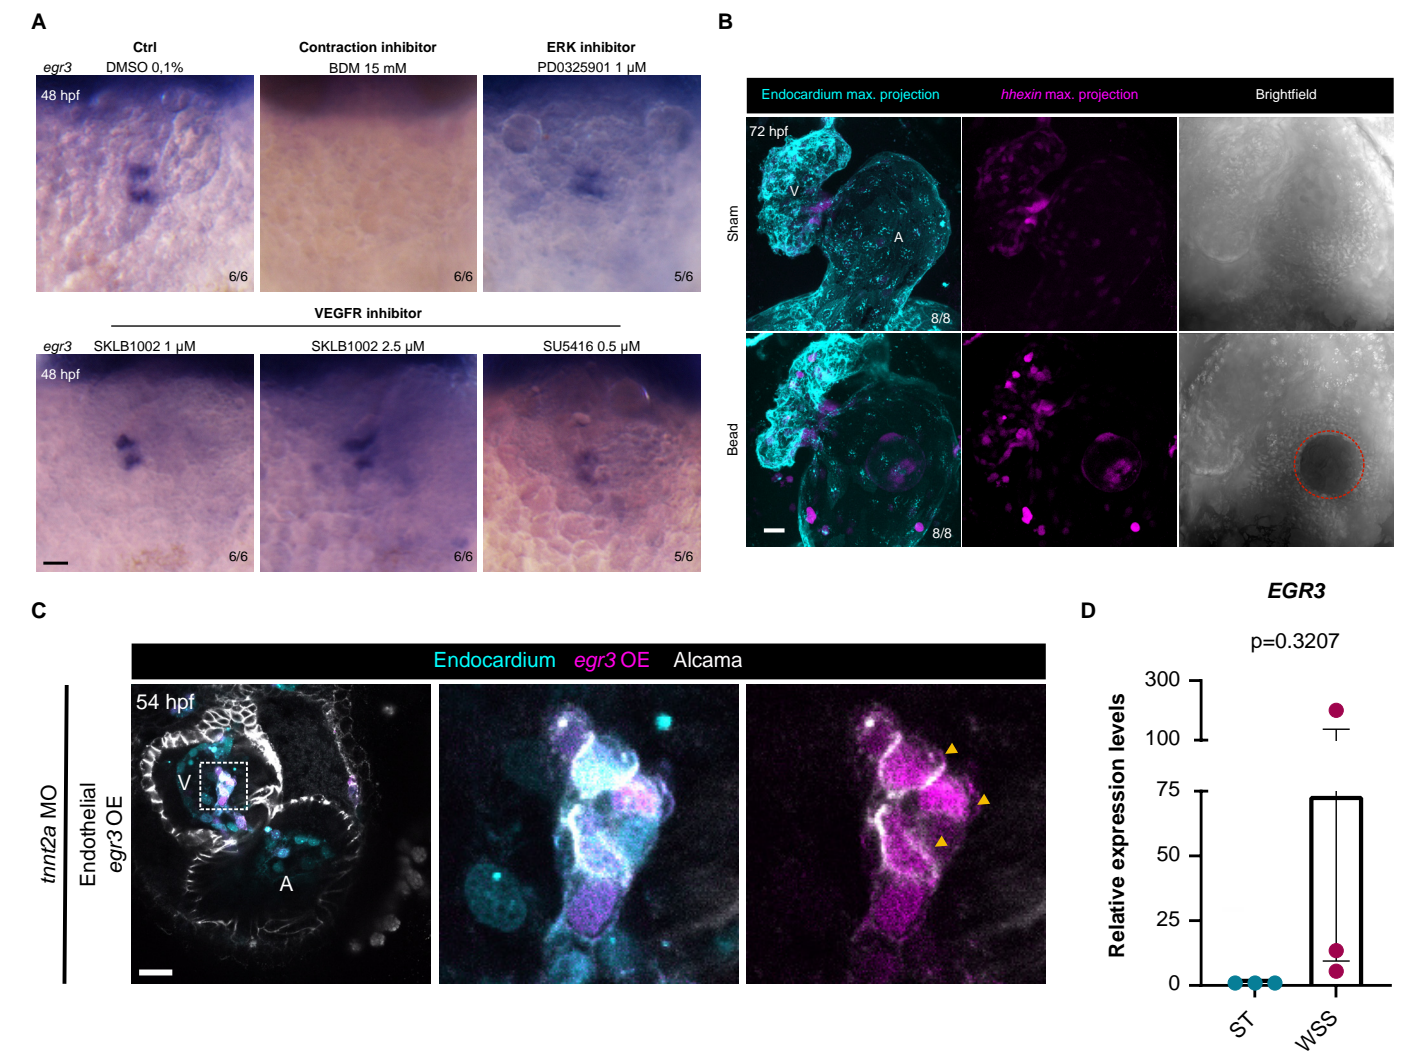

**Fig. S6. Regulation of *egr3* cardiac valve expression.** (A), *in situ* hybridization for *egr3* expression following different chemical treatments. (B), Confocal images of representative hearts from sham control and bead-inserted larvae at 72 hpf; valve interstitial cells are marked by *Tg(Mmu.Hhex-E1B:GFP)* expression (magenta) and endocardial cells by *Tg(kdrl:Hsa.HRAS-mCherry)* expression (cyan). Red dotted circle highlights inserted bead. (C), Confocal images of representative hearts from an endothelial-specific *egr3* overexpressing (*Tg(fli1a:Gal4);Tg(UAS:Kaede);Tg(UAS:egr3-p2a-dTomato)*) *tnnt2a* MO injected embryo immunostained for Alcama at 54 hpf; magnified region shows Alcama e in the ventricle of a *tnnt2a* MO injected *Tg(UAS:egr3-p2a-dTomato)* embryo. (D), Relative *EGR3* mRNA levels in porcine aortic valve endothelial cells (PAVECs) subjected to static (ST) or pulsatile wall shear stress (WSS) conditions; n = 3; 1 experiment. Student's t test, mean ± SEM. Ct values can be found in Data S1. (A, B and C) Scale bars = 20 μm.

**Movie S1. Lack of *egr3* results in severe retrograde blood flow.** (A), Brightfield live imaging (4.13 msec/frame) of the heart from a representative 80 hpf *egr3*<sup>+/+</sup> larva. The movie depicts the AV flow profile (anterograde, no-flow, and retrograde) and was saved at 76.4 frames per second (fps) to enhance visualization. Scale bars = 20 μm.

**Movie S2. Lack of *egr3* results in severe retrograde blood flow.** (B), Brightfield live imaging (4.13 msec/frame) of the heart from a representative 80 hpf *egr3*<sup>-/-</sup> larva. The movie depicts the AV flow profile (anterograde, no-flow, and retrograde) and was saved at 76.4 frames per second (fps) to enhance visualization. Scale bars = 20 μm.

**Movie S3. *egr3* mutants display impaired peripheral circulation.** (A), Brightfield live imaging of the caudal vein plexus from a representative 80 hpf *egr3*<sup>+/+</sup> larva; 100 frames per second (fps).

**Movie S4. *egr3* mutants display impaired peripheral circulation.** (B), Brightfield live imaging of the caudal vein plexus from a representative 80 hpf *egr3*<sup>-/-</sup> larva; 100 frames per second (fps).

**Data S1. Raw data underlying graphs presented in the figures.**

**Data S2. Analyzed Bulk RNA-seq of 48 hpf dissected hearts.**

**Data S3. Lists of oligos and CRISPR sites.**

How the deposited data were processed for this re-analysis (not part of the article)

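Hearts were dissected at 48 hpf from *egr3* mutants homozygous for the *bns577* allele and from wild-type siblings, in 2 pools of 20 hearts per genotype, and their RNA was sequenced as single-end reads. According to Data S2, the authors trimmed the reads with Trimmomatic, aligned them with STAR, removed multi-mapping, duplicate, mitochondrial and ribosomal RNA reads, counted the rest on the exons of each gene with featureCounts, and normalized and tested the counts with DESeq2. The sheet lists from 69% to 77% of reads as duplicates, and a single-end read is called a duplicate by its start position alone, so counts of the most abundant genes can be compressed. The deposited values are scores in the sense that the authors divided each library's counts by a factor and rounded the result to whole numbers; they are not raw counts, and the reads behind them cannot be recovered exactly. The 345 genes of Data S2 whose values were read here have the same 4 values as the deposited table. The difference between replicate numbers in the deposited values is close to what rounding alone would leave, as described in the closing section, so a step beyond division by a factor may already be included; the text of the paper and of its supplementary files read here names no such step.

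Because the unit is not raw counts, the planned fit was limma (version 3.58.1 in R 4.3.3; lmFit, then eBayes with a trend of variance with expression) on log2(normalized count + 1), with Benjamini-Hochberg adjustment, for the 17501 of 19661 genes with a mean of at least 5. The fit used all 4 libraries without a block, since the paper's methods name none. Genes with an adjusted p under 0.05 were counted, also with an absolute log2 fold change of at least 0.585 (1.5-fold), the limits of Fig. 3A and Data S2. The pairing of replicates 1 and 2 comes only from the numbers in the sample labels, and the fit with this number as a block is reported beside the fit without it. Other analyses used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1.

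The fit was tested on simulated data, in which negative binomial values were drawn at the means of the real genes with a dispersion of 0.02, and 200 genes with a mean of at least 50 were changed 4-fold; recovery of changed genes with lower counts was not tested. Without a block, 200 of the 200 changed genes were recovered among 17338 genes at an adjusted p under 0.05, with no call among 17138 unchanged genes. When the difference between replicate numbers was then subtracted from the simulated values on a log2 scale, the fit without a block recovered 112 of 200 among 17311 genes with 7 false calls, and 23.9% of unchanged genes had an unadjusted p under 0.05. In the same simulated values, the replicate block gave 2.74% and recovered none of the 200, and the crossed replicate block called 15958 of 17111 unchanged genes.

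Most genes named in the text were fixed by a rule before the data were examined. Those under the rule are those the paper names for this experiment, the genes of Fig. 3A and fig. S5A as lists, up to 5 genes with the largest rise and 5 with the largest fall among those with an adjusted p under 0.05 in which both mutants lie on the same side of both wild types, and marker lists for tissues. In a direction with no such gene, the 5 with the lowest p are given. Outside the rule, the closing section names *ccn1l2* and *si:dkey-32e23.4*, chosen after their values were seen, and *akap12b*, *f8* and *pdk2a*, which have an adjusted p under 0.05 in the authors' test among the genes compared with Data S2. Gene positions are those of the deposited annotation, whose genome build is not named in the text read here. Before the data were examined, 9 alternative settings of the fit and the removal of each library in turn were chosen. Count models on whole reads, also planned, were not run, since the deposited values are not whole reads. With 2 samples per genotype no permutation of single genes can reach a p under 0.05, so no such test was made.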

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

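Each result below is a signal in genes that the paper's text does not discuss for this experiment. The tests of distance to *egr3* and of its neighbors were chosen after the result was seen; with a single gene past the adjusted threshold, the planned chromosome test was made on the 154 genes with the lowest p, the number the paper reports, a size also set after the count was known.

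The mRNA of the mutated gene was more abundant in mutants. *egr3* had 528 and 537 normalized counts in the wild types and 873 and 889 in the mutants, a log2 fold change of 0.73, and the paper's text does not mention it although the gene is in the heatmap of fig. S5A. Under the 8 alternatives of the fit that keep the genotypes as labeled, the direction did not change. Most of them alter only the filter, the trend, the block or the pseudocount, and could not have changed the direction. A biological explanation, such as loss of negative feedback by the protein on its own gene, was not tested. A technical explanation is that wild types and mutants carry different versions of the whole region, since mutants are homozygous for the chromosome on which the deletion was made and wild types for the other. Of 167 neighboring genes within 10 Mb, 39 (23.4%) changed by at least as much as *egr3* in either direction, against 12.7% of 16769 genes on other chromosomes. Low counts make large fold changes more likely, and among the 44 neighbors with a mean at least that of *egr3*, 1 (2.27%) changed by as much, against 14 of 4171 (0.336%) on other chromosomes. By p, 2 of the 167 neighbors (1.2%) lay below *egr3*, against 23 of 16769 genes (0.137%) on other chromosomes. *egr3* is thus among the most clearly changed genes of its region, and these counts do not decide between feedback and a difference between the chromosomes.

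Genes with low p-values were concentrated on chromosome 8, the chromosome of *egr3*. Leaving out *egr3* itself, 19 of the 731 chromosome 8 genes were among the 154 genes with the lowest p (2.6%), against 134 of 16769 elsewhere (0.799%; two-sided Fisher's exact test across genes, p = 2.14e-05), and chromosome 8 ranked 1 of 25 chromosomes. The excess was largest near *egr3*. Within 10 Mb, 14 of 167 genes were among them (8.38%), against 5 of 564 on the rest of the chromosome (0.887%; Fisher's exact test, p = 2.61e-06). At an unadjusted p under 0.05, the rest of the chromosome also lay above the average of the other chromosomes, with 151 of 564 genes (26.8%) against 21.2% without a block (Fisher's exact test, p = 0.00202) and 7.27% against 4.68% with the replicate block (p = 0.00651). Single other chromosomes reached 25% and 7.72% in these 2 fits, so an excess beyond the window is not clearly outside the range of other chromosomes. Genes are not independent replicates, so these p-values describe the 4 libraries. One technical explanation, an exchange of the replicate 2 libraries, predicts that the excess follows the library names in Data S2. When genotypes were assigned by those names, 11 chromosome 8 genes were among the 154 with the lowest p, and 1 rather than 14 lay within 10 Mb of *egr3*, so this test goes against an exchange and bears on the crossed names in that sheet. Variants linked to the mutated locus remain a candidate explanation for the genes near *egr3*. Regulation of neighboring genes by Egr3 would give the same pattern and was not tested. Among these genes, chosen here after their values were seen, *ccn1l2* (1.89 Mb from *egr3*) had 14 and 21 normalized counts in the wild types and 298 and 199 in the mutants, and *si:dkey-32e23.4* (0.246 Mb) had 38 and 34 in the wild types and 4 and 5 in the mutants. *ankrd39* of Fig. 3A is also within this window. *nr4a2b*, *spp1* and *nrg1* lie on other chromosomes, so they are not themselves linked to *egr3*. Whether changed genes near *egr3* affect them was not tested.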

How the results depend on the processing

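The alternatives were set before the data were examined. The count of genes with an adjusted p under 0.05 was 1 and stayed at 1, the same gene, with a pseudocount of 0.5 or 5 and after quantile normalization. It was 0 without a filter on the mean (4319 genes at an unadjusted p under 0.05), 3 with a mean of at least 20 (*he1.1*, *spp1* and a copy of *si:dkey-269i1.4*, a gene of Fig. 3A), and 28 in limma without a trend, 11 of them higher in mutants (39.3%); the cause was not tested. It was 0 with the replicate block (858 genes at an unadjusted p under 0.05), 12169 with the crossed replicate block, and 0 with groups by the library names in Data S2 (2994 at an unadjusted p under 0.05). With the additional limit of a 1.5-fold change, the counts under these 6 settings were 0, 3, 28, 0, 3001 and 0 in the same order. In the crossed replicate block, 6 of the 7 valve regulators passed, and in the other settings none did. This block takes out the only spread between replicates that the deposited values contain. In simulated values with the difference between replicate numbers subtracted, it called 15958 of 17111 unchanged genes, so its counts are not evidence of change. The replicate block recovered 0 of 200 changed genes in the same values, so its count of 0, and the absence of calls under it in the gene lists, is not evidence of no change.

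With the genotypes as labeled, the direction of the 4 genes named here did not change under any alternative of the fit. Most alternatives could not have changed the direction. In this design the filter, the trend and the blocks leave a log2 fold change as it is, and a pseudocount cannot reverse values that do not overlap. For *nr4a2b*, listed at 0 in mutants, the pseudocount set the size, from -6.51 with 0.5 to -3.32 with 5. The crossed replicate block left them at 0.73 for *egr3*, -5.52 for *nr4a2b*, -2.20 for *spp1* and -1.98 for *nrg1* and put all of these genes past the adjusted threshold. Limma without a trend also put *nr4a2b* (-5.52, adjusted p = 0.0188) and *spp1* (-2.20, adjusted p = 0.0451) past it, as did a mean of at least 20 for *spp1* (-2.20, adjusted p = 0.0316); over all alternatives the highest adjusted p was 0.998 for *nr4a2b*, 1 for *spp1* and 0.912 for *nrg1*. With groups by the library names, *egr3* was at -0.00092 and *nrg1* at 0.29, both with the sign reversed and far from the threshold, and *nr4a2b* and *spp1* were at -0.06 and -0.01; each of these groups holds 1 labeled wild type and 1 labeled mutant, so a difference between the labeled genotypes cancels. Leaving out each library in turn, the log2 fold change ranged from 0.71 to 0.74 for *egr3*, from -5.58 to -5.46 for *nr4a2b*, from -2.22 to -2.18 for *spp1* and from -2.14 to -1.82 for *nrg1*; these narrow ranges show little about stability, because the same-numbered libraries mirror each other in the deposited values. The 2 planned count models, edgeR and DESeq2 on whole reads, were not run, since the deposited values are rounded after normalization.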

Differences from the paper's values

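The paper reports 154 differentially expressed genes at an adjusted p under 0.05; limma on the deposited values gave 1. None of the alternatives set before the data were examined closed the gap. All were limma fits on log2 values, whereas the authors tested counts with DESeq2. The 2 planned count models were not run. In simulated values with the difference between replicate numbers subtracted, limma without a block recovered 112 of 200 genes changed 4-fold. The gap may thus come from the test, and it is no evidence that the paper's genes are unchanged. The counts were 1 with pseudocounts of 0.5 and 5 and after quantile normalization, 0 without a filter on the mean, 3 with a mean of at least 20, 28 without a trend, 0 with the replicate block, 12169 with the crossed replicate block and 0 with groups by the library names in Data S2. With the limit of a 1.5-fold change, the paper's Data S2 reports 114 genes, and 1 was found here. No alternative closed this gap either, with 28 without a trend and 3001 with the crossed replicate block.

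The paper states that *nr4a2b*, *spp1* and *nrg1* were significantly down-regulated. Their log2 fold changes of -5.52, -2.20 and -1.98 have the paper's direction, with adjusted p of 0.122, 0.0774 and 0.126 in limma. *nr4a2b* passed the threshold without a trend and with the crossed replicate block. *spp1* passed under both of these settings and with a mean of at least 20, and *nrg1* with the crossed replicate block alone. Of the 35 genes of Fig. 3A, 1 passed here, 3 with a mean of at least 20, 10 without a trend, 35 with the crossed replicate block, and none without a filter on the mean or with the replicate block. The paper's text states no direction for *klf2a/b*, *notch1b*, *dll4*, *nfatc1* and *wnt9a/b*, which did not appear differentially expressed there. The crossed replicate block put 6 of these 7 past the threshold.

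Data S2 also gives the authors' own test, which covered 19423 genes. Its values were read here for 345 of them, all with a mean of at least 3029 normalized counts. The log2 fold changes differed from those here by at most 0.0036. The paper's adjusted p was under 0.05 for 3 of these genes, *akap12b* (9.5e-05), *f8* (0.0294) and *pdk2a* (0.0373), against 0.122, 0.126 and 0.126 from limma here. Before adjustment, the paper's p was under 0.05 for 21 of the 345 genes and p here for 130. Of the settings tried, the crossed replicate block put them past the threshold.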

Other observations

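The tests of the replicate numbers were chosen after the result was seen; those of the marker lists, the chromosome, the exchange of libraries and the most abundant genes were set before the data were examined.

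Same-numbered replicates deviated from their genotype means in opposite directions, with a correlation across 17501 genes of -0.99. In a principal component analysis, components 1 and 2 held 61.2% and 38.4% of the variance and component 3 held 0.404%. Of the variance in the log2 values, 48.4% lay between genotypes, 51.3% between wild-type replicate 1 with mutant replicate 2 and the other two libraries, and 0.327% between replicate numbers. In 4824 genes with a mean from 10 to 100, the squared difference between replicate numbers, divided by its counting variance, had a median of 0.0015. Reads drawn at random for the same genes gave 0.456, and values that had no such difference and were only rounded gave 0.00131. Libraries counted separately differ by at least their counting error on average, so a crossed handling of the samples, wild-type replicate 1 with mutant replicate 2, does not account for the pattern by itself. A candidate explanation is that a shift common to the libraries of each replicate number was removed on a log scale before the values were deposited. The genes listed at 0 point the same way. No gene was above 0 in both replicate 1 libraries and at 0 in both replicate 2 libraries, and 0 genes showed the reverse, whereas 94 were above 0 only in the wild types, 128 only in the mutants, 99 only in wild-type replicate 1 and mutant replicate 2, and 132 only in wild-type replicate 2 and mutant replicate 1. The alignment rates in Data S2 divide the libraries by replicate number too. If such a shift was removed, a signal that arose in 1 pool is spread over the others, and single values cannot be assigned to single pools. The spread between replicates then has 1 degree of freedom per gene, and the fit without a block, which counts 2, understates it. In simulated values treated this way, 23.9% of unchanged genes had an unadjusted p under 0.05 without a block and 2.74% with the replicate block; in the deposited values, the shares of all genes were 21.6% and 4.9%.

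Fig. 3A includes the hatching enzyme genes *he1.1* and *he1.2*, the ionocyte gene *foxi3a* and the keratin gene *krt97*; its 35 genes were not assigned to tissues here. Markers of hatching gland, ionocytes and epidermis, tissues outside the heart, that are not in Fig. 3A, listed before the data were examined, had a median log2 fold change of -0.91 over 38 genes, 33 of them lower in mutants. Among 10000 random lists matched on mean expression, 0 had a median as low, so its percentile was 0. By list, the median was -1.72 for 25 epidermis genes (percentile 0), -0.73 for 10 ionocyte genes (percentile 0.06) and -0.05 for 3 hatching gland genes (percentile 46). Medians for 11 cardiomyocyte genes and 10 endothelium genes were -0.09 (percentile 16.7) and 0.01 (percentile 94.6) between genotypes. Some lists were higher in mutants, with medians of 0.77 for 4 yolk and liver genes (percentile 97.7) and 0.50 for 7 neuron genes (percentile 93.3). The median for 5 outflow smooth muscle genes was 0.16 (percentile 96.9). Lower counts in mutants were thus not shared by all tissues outside the heart. The epidermis genes differed even more across genotypes, with a median 3.04 higher on the log2 scale in wild-type replicate 2 and mutant replicate 1 than in the other two libraries, higher in 24 of 25 genes (percentile 100). The medians for endothelium (-0.13, percentile 0.02) and epicardium (-0.65 over 6 genes, percentile 0.72) moved the opposite way in this crossed contrast, and cardiomyocyte genes did not (0.03, percentile 67.1), so the crossed difference is not confined to epidermis. In all, 11 lists were compared in 2 directions. Carry-over of skin cells into some of the heart pools may therefore account for part of the genes in Fig. 3A, and for epidermis a difference between genotypes cannot be told apart from a difference in dissection between pools. Ionocyte and hatching gland genes showed no such crossed difference, with medians of -0.03 (percentile 42.9) and 0.01 (percentile 46.3), so for these tissues the crossed contrast gives no sign of a difference between pools. *he1.1* was near equal within each genotype. *he1.2* of Fig. 3A fell with it, from 280 and 388 normalized counts in the wild types to 2 and 1 in the mutants. Genes of Fig. 3A were left out of the marker lists, so the hatching gland median does not cover *he1.1* or *he1.2*. The 3 hatching gland markers outside Fig. 3A did not move with these genes. Whether these 3 markers are also expressed in other tissues was not tested. *nr4a2b*, *spp1* and *nrg1* are in none of these lists.

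The grouping of libraries was also examined through the number of genes called. With replicate 2 exchanged between genotypes, 0 genes had an adjusted p under 0.05, against 1 with the labels, and 2994 against 3772 had an unadjusted p under 0.05. This difference is too small to decide between the assignments. The exchanged grouping is the same as the crossed contrast, which held 51.3% of the variance against 48.4% between the labeled genotypes. Epidermis genes also differed more in it, with a median of 3.04 against -1.72. A difference in dissection between pools could give the epidermis shift under either assignment, so these values do not decide the question. The 154 genes with the lowest p, by contrast, were over-represented on the chromosome of *egr3* with the labels (Fisher's exact test, p = 2.14e-05), a pattern that may come from variants linked to the mutated locus.

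The 100 most abundant genes, with means of at least 4148 normalized counts, had a median log2 fold change of -0.086, and 85 of them were lower in mutants. Removal of duplicate reads, which caps the count of a gene at its number of start positions, could hold such genes near level. With each library scaled by its ratio of normalized counts to assigned reads, a full cap would give -0.101. The SD of the fold changes among these genes was 0.10, against 0.64 for all genes tested. A cap cannot be told apart here from a true small decrease, since any larger difference in depth lies between the replicate numbers, where the deposited values hold no difference.

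For markers that the paper examined by in situ hybridization or immunostaining in other embryos, the RNA-seq values were as follows. *has2* had 2512 ± 165 normalized counts in wild types and 2220 ± 200 in mutants, *hey2* 1403 ± 52.3 and 1242 ± 15.6, *klf4* 137 ± 5.66 and 162 ± 11.3, and *alcama* 4212 ± 115 and 3923 ± 11.3 (SD, n = 2 each). Their adjusted p in limma were 0.338, 0.17, 0.282 and 0.186 in that order.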
